# Stochastic changes in gene expression promote chaotic dysregulation of homeostasis in clonal breast tumors

**DOI:** 10.1038/s42003-019-0460-0

**Published:** 2019-06-14

**Authors:** Sara J. Felts, Xiaojia Tang, Benjamin Willett, Virginia P. Van Keulen, Michael J. Hansen, Krishna R. Kalari, Larry R. Pease

**Keywords:** Breast cancer, Cancer epigenetics, Cancer models

## Abstract

Cells within tumors vary in phenotype as a result of changes in gene expression caused by a variety of mechanisms, permitting cancers to evolve under selective pressures from immune and other homeostatic processes. Earlier, we traced apparent losses in heterozygosity (LOH) of spontaneous breast tumors from first generation (F1) intercrossed mice to atypical epigenetic modifications in the structure of DNA across the tumor genomes. Here, we describe a parallel pattern of LOH in gene expression, revealed through quantitation of parental alleles across a population of clonal tumors. We found variegated patterns of LOH, based on allelic ratio outliers in hundreds of genes, enriched in regulatory pathways typically co-opted by tumors. The frequency of outliers was correlated with transcriptional repression of a large set of homozygous genes. These findings suggest stochastic losses in gene expression across the genome of tumors generate phenotypic variation among cells, allowing clonal selection during tumor development.

## Abstract (web summary)

Sara Felts et al. present atypical losses of heterozygosity in genes expressed in breast tumors of first-generation intercrossed mice. They find evidence suggesting sporadic epigenetic errors causing dysregulated cellular homeostasis in tumors.

## Introduction

Key features of tumorigenesis include an accumulation of chromosomal, genetic, and epigenetic aberrations that result in losses of cellular control mechanisms and cancerous tissues with evolving phenotypes. Cancer genome studies provide robust data sets for understanding mutation burden important for patient stratification, the identification of targetable intervention strategies, and lending insight into cancer evolution^1,2^. However, as more minor genomic variants are cataloged with small associations with tumor development and disease outcomes^3–7^, there is a need to understand how these minor changes contribute in concert to cancer phenotypes. Our recent studies indicate that small differences in gene expression integrated across many genes can specify cellular phenotypes^8^. How tumor phenotypes are shaped by such integrative events needs further investigation. In vivo models of cancer often employ spontaneous or induced tumor formation in inbred mice. As humans are an outbred population characterized by genome-wide heterozygosity, important aspects of the evolution and behavior of human cancers can be modeled only using heterozygous animals.

Germline single nucleotide variants (SNVs) differentiating strains of laboratory mice can be used to track genetic changes at the level of genomic DNA, as well as at the level of tissue-specific transcriptomes^9–12^. In a previous study using an F1 model of spontaneous breast cancer, we found evidence of previously unappreciated widespread epigenetic modifications in tumor DNA marked by polymorphisms^13^. Tumorigenesis is initiated by oncogenic *HER2* (rat *neu*) and ensues rapidly in this model^14^. As a test of whether stochastic epigenetic events had an impact on tumor gene expression, we used RNAseq to quantitate the balance (or imbalance) of germline-encoded, expressed single nucleotide variants (eSNVs) in tumor mRNA. Eighteen of twenty characterized tumors were dominated by homozygous X-chromosome inactivation, providing a strong indication of their clonal evolution. Within these tumor clones, we found unique, statistically significant variegated patterns of LOH (V-LOH) representing stochastic over- or under-representation of eSNVs. As these events were manifest in alleles integral to multiple regulatory pathways and each tumor had many such events, the data illustrate how various combinations of small quantitative changes can be selected to drive clonal evolution of tumors in the context of a driver mutation. Furthermore, a strong negative correlation between the frequency of outliers in the ratio of expressed alleles and the levels of expression for hundreds of genes in these tumors indicates that the underlying mechanism operates to decrease expression of genes whose normal functions are to maintain tissue homeostasis.

## Results

We used RNAseq to quantify the relative contribution of germline parental alleles to genes expressed in [FVB/J x BALB/c-(neuT)] F1 spontaneous breast tumor samples. In this model, all oncogene-driven tumors^14–16^ share a common germline genetic origin, yet develop into genotypically diverse tumors over the course of 3–4 months^13^. 

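RNA from 20 tumors, 1 per female [FVB/J x BALB/c-(neuT)] F1 mouse, was sequenced, and the authors deposited the number of reads counted on each of 43346 genes, without normalization. These counts are of whole genes and do not separate the FVB and BALB alleles. Between 38765682 and 65465755 reads per tumor were counted on genes, with a median of 49881779. Between 23557 and 25676 genes had at least 1 count in a tumor. A pair of overlapping genes on Chr17, Yam1 (39846958 to 39848788, mm10) and AY036118 (39847526 to 39848829), which lie over an annotated ribosomal RNA gene (39846353 to 39848827), took between 6.29% and 27.7% of the counts of a tumor, with a median of 14.7%. Gene expression was compared as CPM (a gene's counts scaled to a common library size) after TMM normalization with edgeR, or as RPKM computed from the counts and the coding length listed for each gene. Sample names carry Lo or Hi, whose meaning the paper's text does not give, and correlations are therefore also given within the 9 Lo and the 11 Hi tumors.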

Gene expression data obtained by RNAseq analysis of 20 independent late-stage tumors were aligned to the mouse reference genome (mm10, C57BL/6); FVB and BALB allele counts were measured separately for over 56,300 potential variants. Approximately 12,400 eSNVs met a threshold of 15 raw read counts and were considered further. All allelic ratios were converted to BALB/c-allele frequency (CAF) for ease of discussion and were visualized along each mouse chromosome (Chr1-Chr19 plus ChrX) as mean CAFs for individual eSNVs (Supplementary Fig. 1). A 1:1 ratio of expressed parental alleles was typical, with occasional locus-associated imbalances across all tumors, many of which reflect known imprinting or demonstrable mapping artifacts. We first focused on genes where the predominant phenotype among all tumors deviated substantially from the expected 1:1 ratio of expressed alleles.

Consistent loss of heterozygosity (LOH) in allelic gene expression occurred in three key genomic regions. First, the majority of tumors expressed ChrX-encoding genes from either the BALB or FVB parent (Fig. 1, mean CAF <0.25 or >0.75 in 18 of 20 tumors compared to mean CAF typical of autosomes such as Chr 9 ~0.5 in 20 of 20 tumors). 

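The mean ChrX CAF of Supplementary Data 4, which is the paper's, lay between 0.754 and 0.977 in 8 tumors (BALB class), between 0.0228 and 0.248 in 10 tumors (FVB class), and at 0.304 and 0.532 in the other 2 tumors (F1 class). Gene counts of the BALB and FVB classes were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over 18916 genes. At an adjusted p under 0.05, 1 gene differed, and 656 genes had an unadjusted p under 0.05. This gene was Col4a6 (ENSMUSG00000031273), at 141165403 to 141474076 of ChrX, which was chosen by a rule on fold change set before its values were seen. Its expression was 14.1 ± 15.1 CPM (SD, n = 8) in the BALB class and 130.5 ± 18.7 CPM (SD, n = 10) in the FVB class, a log2 fold change of -3.21 (standard error 0.433, adjusted p = 0.00656 from edgeR's quasi-likelihood test). The classes did not overlap, since the highest BALB-class tumor had 40.7 CPM and the lowest FVB-class tumor 94.5 CPM. With DESeq2 and its size factors, the alternative that moved the number of genes most upward, 3 genes differed, all on ChrX and higher in the FVB class. The neighboring gene Col4a5 (141475385 to 141689234) had a log2 fold change of 0.11 (standard error 0.0737, adjusted p = 1.00 from edgeR). Xist, the gene that marks the inactive ChrX (103460375 to 103483217), was at 1384 ± 403 CPM (SD, n = 8) in the BALB class and 1245 ± 272 CPM (SD, n = 10) in the FVB class, with a log2 fold change of 0.16 that did not differ from 0 (standard error 0.166, adjusted p = 1.00 from edgeR).

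**Figure D1:**
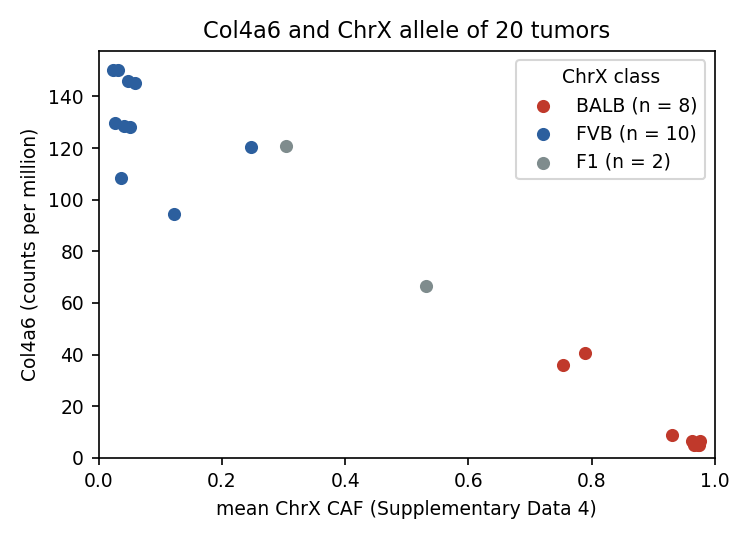
Col4a6 expression (CPM) against the mean ChrX CAF of each of 20 tumors, colored by ChrX class. BALB-class tumors lie at or under 40.7 CPM and FVB-class tumors at or above 94.5 CPM.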

As X-inactivation occurs early in tissue differentiation and is transmitted to daughter cells during replication^17,18^, the quantitative dominance of one set of parental alleles indicates that these mouse tumors were clonal, each being derived from a single breast epithelial cell marked early by inactivation of one parental ChrX. 

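Total expression of a chromosome was measured in each tumor as a dosage, the median over its genes with a mean CPM of at least 5 of the log2 CPM relative to the median of the 20 tumors, minus the same median over all autosomal genes. For Chr4, with 739 genes, the dosage had an SD of 0.137 between tumors (n = 20), the largest of the 19 autosomes, whose median SD was 0.0295. It ranged from -0.21 in tumor 1 to 0.38 in tumor 19. With genes of a mean CPM of at least 1, the alternative that moved it most, the SD was 0.131. Since each gene was centered on the same 20 tumors, the dosage shows how tumors differ and not a change that all of them share. In the rows shown of Supplementary Data 3 (1999 rows, complete for Chr1 to Chr4), the paper's mean CAF was 0.332 ± 0.0786 (SD over 379 eSNVs) on Chr4 and 0.529 ± 0.0916 (SD over 466 eSNVs) on Chr1.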

The second genomic region exhibiting strong LOH was the entirety of Chr4. eSNVs all along Chr4 were highly skewed toward FVB (*P* < 10^−3^), reflecting the selective loss of BALB/c alleles (Supplementary Fig. 1). This finding is consistent with our previous DNA-based measures of LOH using SNP genotyping^13^, suggesting that this LOH is due to an imbalance in chromosome content. To confirm this, we performed karyotype analysis (Fig. 2, Table 1) of multiple F1 tumors and found that 20 of 20 tumors showed clonal loss of one copy of Chr4—a finding in common with previous reports of the instability of Chr4 in mouse tumors^6,19^. In our karyotype analyses, there were occasional clonal losses or gains of other chromosomes (particularly chromosomes 1, 12, and 14) with no apparent preference for either parental chromosome. The third loss of allelic information emerged in the eSNV expression pattern on a centromeric segment of Chr7 where 100% of the expressed alleles were FVB in origin (*P* < 10^−6^). As the BALB/c parent, whose Chr7 alleles were lost in these tumors, carries the neuT transgene and because we had observed genomic deletions associated with a transgene insertion in other contexts^20^, we considered that Chr7 of the BALB parent might be the location of the neuT insertion. We tested F1 breast tumor cells by in situ hybridization and found that a neuT probe co-localized with a marker for Chr7 on one of the sister chromosomes in cells from neuT^+^ but not neuT^−^ littermates (Supplementary Fig. 2), confirming this as the transgene integration site. Having found that RNAseq data provides meaningful evidence of genetic imbalances in allelic gene expression, we next looked more closely for stochastic imbalances in allelic expression throughout the genome.

**Fig. 1:**
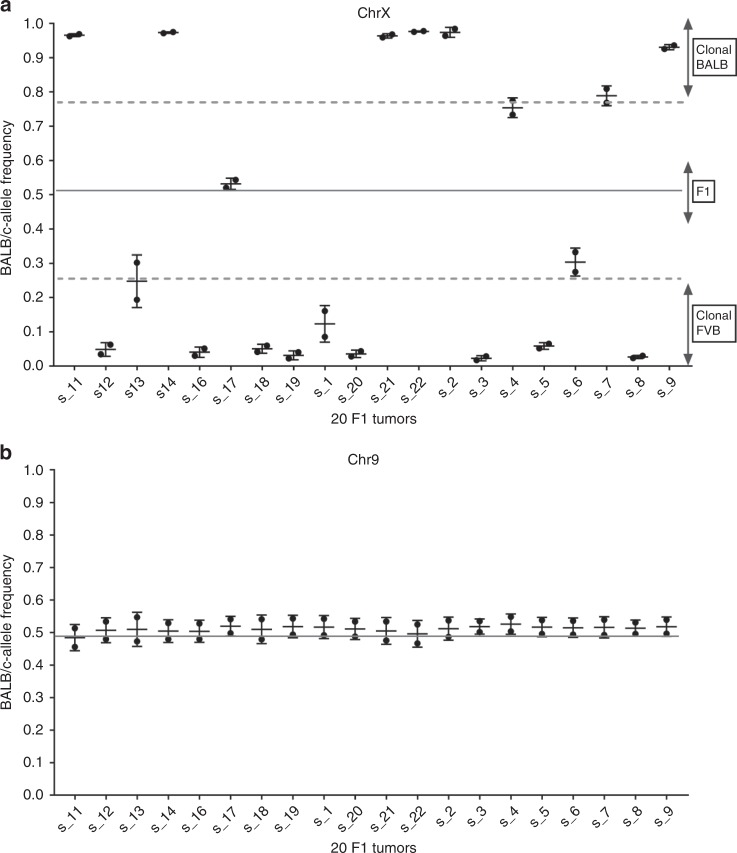
Individual tumor gene expression allelic ratios are dominated by a single ChrX demonstrating clonal origin of tumors. Locus-by-locus FVB and BALB exonic allele raw read counts were used to calculate allelic ratios ([minor allele counts] per [minor + major allele counts]). FVB allele ratios were converted to BALB allele ratios (FVB = 1-BALB) so that all eSNVs are shown as BALB/c-allelic frequencies (CAF). **a** Mean CAF are shown for eSNVs (308) on ChrX from each of 20 F1 mouse breast tumors. Individual data points represent eSNV originally quantitated as FVB and BALB. An allelic ratio of approximately 0.5 (solid line) is the expected ratio for F1 progeny. An allelic ratio of <0.25 or >0.75 is considered skewed toward one parental allele (dotted lines). **b** Mean CAF for eSNVs (446) on Chr9 as an example of the F1 nature of all autosomes

**Fig. 2:**
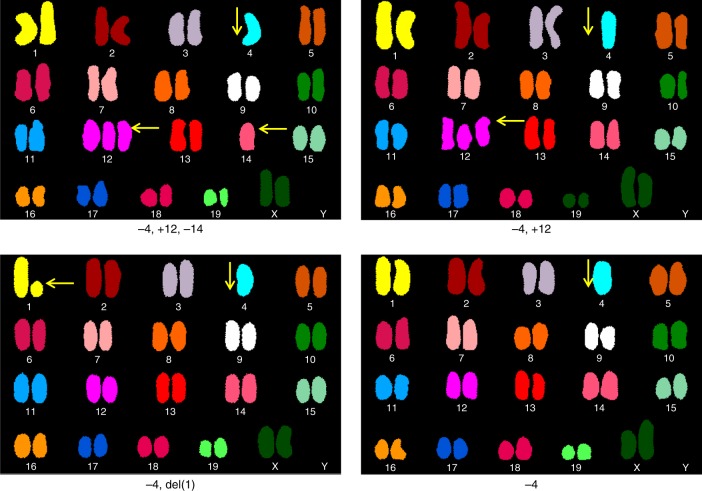
Chromosomal aberrations of F1 mouse breast tumors include a high penetrance for Chr4 loss or gain (20 out of 20) with sporadic loss or gain of chromosome material elsewhere on the genome. Primary tumor cells were cultured from 10 mouse breast tumors from 10 independent F1 mice and treated with colcemid for karyotypic analysis. Shown are typical examples (4 of 20 total) of SKYPaint® images of metaphase chromosome spreads. Arrows indicate chromosome abnormalities of Chr1, Chr12, and Chr14 reported as clonal

**Table 1:** Summary of 100 mitotic images examined, focusing on dominant phenotype of Chr4 aberrations independent of clonal (83) or nonclonal losses (17)

Karyotype	[BALB/c-neuT x FVB] F1
39, XX, −4 (all or a portion)	51
39, XX, −4 and loss/gain of another(s)	49
39, XX, no chromosome changes	0

Additional nonclonal chromosome aberrations were observed for Chr1, Chr2, Chr3, Chr7, Chr8, Chr11, Chr13, Chr15, Chr16, Chr17, Chr18, and Chr19

In our previous study of heterozygous tumor DNA, we used methods directly probing native (non-amplified) DNA to measure stochastic LOH at widely dispersed loci throughout the genome^13^. This LOH was detected even when the genomic DNA sequences of both alleles were still present, an indication that apparent LOH had an epigenetic etiology. This possibility was supported by our finding that epigenetically modified DNA templates reproduced the observed distortions in allelic ratios. Remarkably, CpG, the usual target of DNA epigenetic marks was largely absent from the analyzed DNA sequences indicating that some other structural changes must be at play. The dominance of cells sharing these LOH fingerprints is most consistent with inherited DNA marks among clonally expanded cells. As known epigenetic DNA modifications alter gene expression, we assessed whether these unexpected stochastic epigenetic changes that were widespread in the DNA of developing breast tumor clones were accompanied by a corresponding stochastic pattern of imbalanced allelic ratios among the expressed genes in these tumors. To do this, we examined deviations in the expression of alleles from the characteristic underlying ratio of allelic expression evident among the study cohort of 20 breast tumors.

The analysis focused on testing whether, for each eSNV, an individual tumor had an aberrant ratio of expressed alleles compared to the other tumors in the cohort. We first corrected for DNA-based allelic imbalances by excluding genes on Chr4, ChrX and the centromeric end of Chr7 where all tumors had skewed allelic ratios. We found the CAF of the remaining eSNV (11,220) to be normally distributed, with an average mean CAF across these eSNV to be 0.511 ± 0.096. We then tested each eSNV for the occurrence of an allelic ratio outlier outside the distribution of allelic ratios described by the 20 tumors. To do this, an individual *Z*-score (*Z* = (value – mean) (std dev)^−1^) for the expression ratio for each tumor at every eSNV was calculated, and using a threshold Z-score of 2 a pattern of outliers was revealed (Fig. 3a–c, Supplementary Fig. 3). 

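Supplementary Data 7, of which 168 of 11371 eSNVs were read here, gives the CAF of eSNVs in 38 genes between 4923964 and 45400863 of Chr1, with values in 17 tumors. Z-scores were recomputed from these CAFs for each eSNV. The SD with the number of tumors as divisor was used because it gave the printed Z-scores to within 4.75e-05. In these eSNVs, 124 values had an absolute Z-score over 2, of which 61 lay above and 63 below the mean. Independent normal values of the same number gave between 96 and 141 such values in 1000 simulated sets. Z-scores are standardized within each eSNV, so this range cannot tell read sampling from an allelic change. Read depth at single eSNVs is not analysed here. The CAF of 2 eSNVs in 1 gene was correlated over the 17 tumors with a median Pearson's r of 0.480 for the 26 pairs up to 100 bases apart, the length to which reads were trimmed. The median r was 0.0756 for 520 pairs over 500 bases apart and 0.0296 for 13427 pairs in different genes. With 1 pair per gene, the alternative that moved it most, the median r over 500 bases was 0.0326. These are correlations across eSNV pairs, which are not independent replicates.

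**Figure D2:**
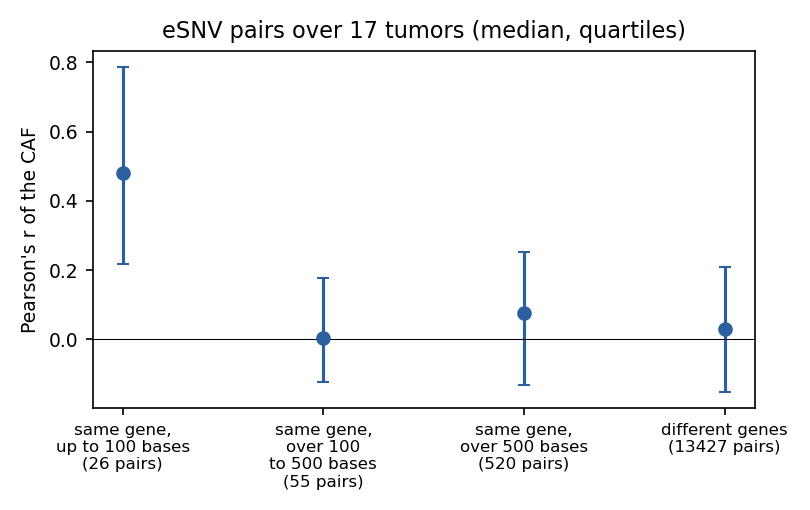
Pearson's r of the CAF over 17 tumors for pairs of eSNVs, by distance and gene. Points are medians and bars are quartiles, and the median is 0.480 for pairs up to 100 bases apart.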

We found allelic ratio outliers both above (positive *Z*-score) and below the mean allelic ratios (negative *Z*-score), and outliers were present in genes throughout the tumor genomes. Moreover, the pattern of observed outliers was variegated, much like that observed at the DNA level (V-LOH)^13^. Based on the expected distribution of outliers in 20 samples, the frequency of tumors with one or more outliers (~63%) should follow the Poisson distribution. 

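Among the Chr1 eSNVs read here, 109 (64.9%) had at least 1 outlier, and 31 of the 38 genes (81.6%) held at least 1 such eSNV. Of the 12 genes marked by 1 eSNV, 7 held an outlier (58.3%), and of the 26 genes marked by 2 or more eSNVs, 24 did (92.3%). Independent normal values with the same numbers of eSNVs per gene gave between 65.8% and 97.4% of genes with an outlier, with a median of 84.2%. This range runs from the lowest to the highest simulated set. The paper's share of 87% over all its genes lies within it as well. With the SD divided by the number of tumors minus 1, which was used first, 107 outliers were found, 57.1% of eSNVs and again 81.6% of genes had an outlier, and the simulated share of genes was between 63.2% and 94.7%. The SD of the CAF between tumors fell with the mean count of the gene (Spearman's rho = -0.433 across 168 eSNVs, which are not independent replicates). From the share of genes with an outlier, set against a Poisson expectation, the paper concludes that selection favors cells with such changes.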

We found, however, 87% (2634 of 3044) of expressed genes marked by eSNVs were represented in at least one tumor at an allelic frequency greater than 2 STD DEV away from the empirical mean of the tumor population (*p* < 10^−6^). This strong bias in favor of an excessive number of outliers indicates that, during tumor development, selection favors cells with these minor changes in gene expression.

**Fig. 3:**
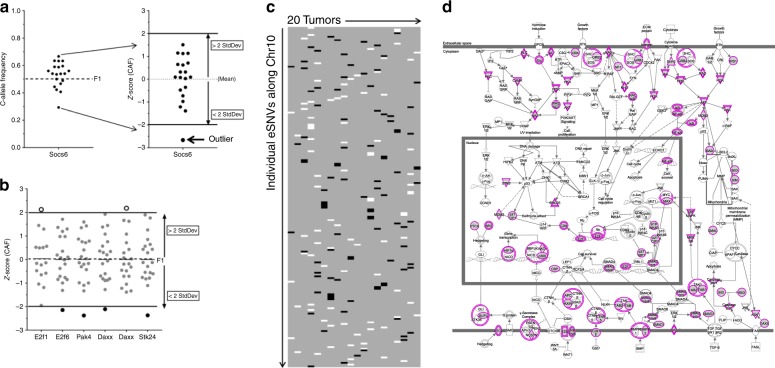
Allelic ratios of eSNVs in F1 tumors have a high proportion of single-tumor outliers which are distributed in a variegated pattern across the genome (V-LOH) and enriched for genes whose dysregulation define the cancerous state. **a** Example of method to convert CAF to Z-score (=(X-μ) σ^−1^; where X = CAF, μ = mean; σ = StdDev) for each tumor sample for the eSNV within the gene *Socs6*. A tumor having a *Z*-score >2 or <−2 is defined as an outlier. In this example, the outlier has a Z-score <−2 and is thus shown as a black circle. **b** Expanded examples of loci in which an individual tumor expresses an eSNV outlier,shown as a white (open) circle (*Z*-score > 2), or a black circle (*Z*-score < −2), in a field of otherwise gray circles representing a normal distribution of allelic ratios present in the other 19 tumors. **c** Coloration scheme as in (**b**) for all eSNV across Chr10. Outliers appear in a variegated (V-LOH) pattern. In addition to the tumors expressing a normal eSNV ratio, those linked eSNVs which were skewed toward one parent and are interpreted by the authors to represent chromosome loss (see ref. ^13^) and removed from this analysis, are also shaded gray. **d** The genes corresponding to all eSNVs having a single outlier (Supplementary Fig. 3, Supplementary Data) were analyzed by Ingenuity Pathway Analysis (IPA). Shown is the IPA canonical pathway, Molecular Mechanisms of Cancer (*p* = 3.02 E-08, Fisher’s exact test adjusted for multiple hypothesis testing), the top scoring pathway. This *p*-value from IPA is related to the probability that the association between the genes in the dataset and the canonical pathway is explained by chance alone^21^. Gene products in color represent the 90 genes expressed in F1 tumors mapping to this pathway (see Supplementary Table 1)

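The counts of the genes named in Fig. 3a, b do not separate alleles and give only total expression. Socs6 (Chr18, 88665224 to 88927481) was at 3.55 ± 0.334 RPKM (SD, n = 20 tumors), from between 899 and 2208 counts per tumor. E2f1 (Chr2, 154559407 to 154569892) was at 4.57 ± 1.25 RPKM, and its highest tumor was 2.63 times its lowest. The RPKM of E2f6, Pak4, Daxx and Stk24 differed less between tumors, with a highest tumor 1.46, 1.36, 1.91 and 1.57 times the lowest. The totals behind RPKM include the ribosomal RNA locus, so part of a range may come from its share.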

The nature of genes in which we observed stochastic allelic imbalances (i.e., V-LOH, Supplementary Data) was explored further using pathway analysis and found to be significantly enriched in pathways that define the cancerous state (Molecular Mechanisms of Cancer (Fig. 3d), mTOR signaling, Telomerase Signaling, and others, IPA analyses^21^, Qiagen; Supplementary Table 1). Gene Ontology (GO) enrichment analyses^22–24^ of this same gene set identified a similar enrichment in pathways regulating cancer traits (Panther Pathways^23^: p53 Signaling, Angiogenesis Signaling, *P* < 0.01 for both pathways). A comparison of our gene set with that from a recent transcriptome-based search for new breast cancer susceptibility genes^7^ found fourteen exact matches (shown in bold, Supplementary Table 1) and more than thirty that match highly related genes. As an independent check on the power of our approach, we analyzed ten random gene sets and found no such enrichment of pathways using either IPA or GO analyses. The consortium of molecules comprising the Molecular Mechanisms of Cancer dominates pathways involved in growth factor activated signalling, evasion of cell death and senescence, sustained angiogenesis, and limitless replicative control (Fig. 3d). In essence, the pathways identified in our analysis function normally to maintain homeostasis and are identified as cancer-associated when homeostasis is lost.

A second and non-overlapping pathway, Antigen Presentation (*P* = 2.62 E-04, Supplementary Table 1), also emerged in our analysis of the allelic ratio outliers within our breast cancer tumors. The biological importance of this pathway to tumor development is reinforced by the observation that as the *Z* score threshold defining outliers was increased, the prominence of this pathway in the analysis increased (*P* = 2.62 E-04 using a *Z*-score threshold of 2.5; *P* = 2.95 E-02 for Molecular Mechanisms of Cancer, see Supplementary Table 2). The interplay between evolving cancers and the immune system has been documented extensively^25^. One implication of this finding is that individual tumors devise independent strategies to alter their interaction with elements of the immune response. The full nature of this heterogeneity due to changes in gene expression defined by the altered eSNV ratios remains to be determined.

Mechanistic insights followed from the observation that the penetrance of V-LOH across these mouse breast tumors was variable among the tumor samples. We evaluated whether a relationship existed between the frequency of V-LOH in gene expression in individual tumors and the overall expression of any specific genes in those cancer cells (Fig. 4a, b). 

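With a mean log2(RPKM + 1) of at least 0.5 over the 20 tumors, 16667 genes were expressed. Requiring the threshold in any tumor, the alternative that moved the number most, gave 19995 genes, and requiring it of the log2 of the mean RPKM moved it nearly as far down, to 13345 genes. The correlations themselves are the paper's, since the 12 tumors of Fig. 4 and their numbers of outliers are not identified in the tables used here. The paper's Supplementary Data 2 lists 749 genes, 736 with a negative and 13 with a positive correlation. The names of the negative genes matched 740 genes of the count table, all of them expressed here.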

The expression levels of 748 of 15,975 genes displayed strong correlations (based on an absolute *R* > 0.7 and *P* < 0.01 threshold; Supplementary Data) that were not found using random gene sets (Fig. 4c). 

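To see how many genes pass an absolute r over 0.7 with no relation, 100 random normal variables were each correlated with the log2(RPKM + 1) of the expressed genes over 12 tumors drawn from the 20. A random variable had a median of 104.5 genes past this threshold, from 20 to 1374 genes, and a mean of 168.5, where independent genes would give 188. In 2 of the 100 variables, 748 or more genes passed, and in both at least 90% of these went in 1 direction. The paper also required a p under 0.01, which is slightly stricter over 12 tumors. Genes do not vary independently between tumors, so the number differs widely between random variables. With genes of a mean log2(RPKM + 1) of at least 2, the alternative that moved it most, the median was 53.5 genes.

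**Figure D3:**
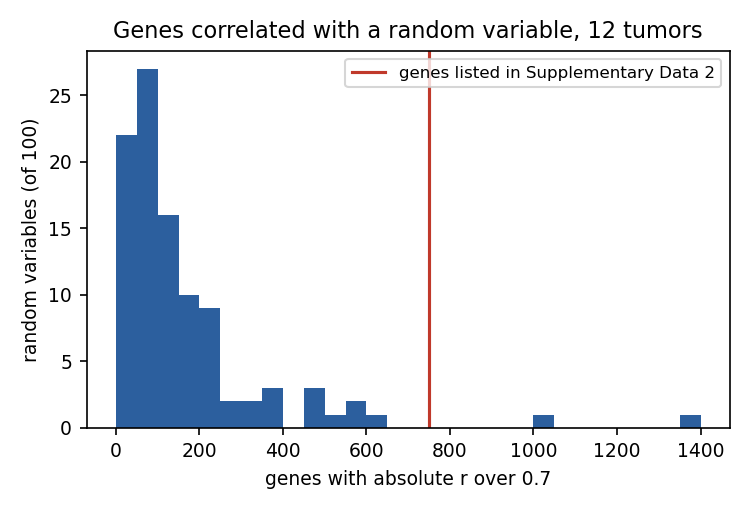
Number of genes with an absolute r over 0.7 for each of 100 random variables over 12 tumors. The line marks the 749 genes listed in Supplementary Data 2, and 2 variables lie beyond it.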

Assuming a frequency of 1% of genes randomly displaying a correlation of this magnitude (i.e., ~160 genes), the observed frequency of 4.7% is a highly enriched frequency of correlated genes (*P* < 10^−6^, binomial probability test). Furthermore, 98.6% of those correlations with *P* < 10^−6^ (Supplementary Table 2) were negative, indicating that the mechanism at play involves widespread repression of RNA transcription or stability. Indeed, GO analysis using the top 100 of these genes found a 4.88-fold enrichment for genes participating in Negative Regulation of Transcription by RNA Polymerase II (FDR = 2.27 E-03). This pattern is also consistent with previous reports documenting down-regulation of genes by epigenetic mechanism in cancers^26^. 

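The negatively correlated genes of Supplementary Data 2 also varied together over all 20 tumors. Their log2(RPKM + 1) had a median pairwise Pearson's r of 0.617, against 0.156 to 0.210 in 1000 random lists of as many genes matched on mean expression. On log2 CPM with TMM normalization, the alternative set beforehand that moved it most, the median r was 0.394 against -0.00664 to 0.00310 in random lists. Part of these tumors served to choose the list, so this is not independent evidence of a shared relation. The p-values in the sheet, which are the paper's, run from 2e-05 to 0.01, and its false discovery rates from 0.143 to 0.213. From the sign of the correlations, the paper proposes repression of transcription or RNA stability.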

How the mechanisms down regulating genes and altering the expressed ratios of alleles relate to each other is not known, but their high correlation suggests that mechanisms operating at the level of DNA^13^ to suppress gene expression of cis-linked transcripts could also account for depression of just one allele if it operates stochastically throughout the genome. Our findings suggest that these minor alterations in multiple genes, representing multiple pathways are selected during the evolution of these breast cancers. 

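Etv3 (ENSMUSG00000003382, Chr3 from 87525407 to 87540156) was at 2.89 ± 0.306 RPKM (SD, n = 20 tumors), from between 909 and 2087 counts per tumor. Zfp217 (ENSMUSG00000052056, Chr2 from 170108643 to 170148103) was at 6.59 ± 0.898 RPKM (SD, n = 20), from between 1403 and 2901 counts. The highest tumor had 1.42 times the RPKM of the lowest for Etv3 and 1.60 times for Zfp217. The totals behind RPKM include the ribosomal RNA locus. Its share was 21.6% in the lowest tumor for Etv3 (tumor 1) and 27.7% in that for Zfp217 (tumor 16). In the highest tumor for both genes, tumor 4, it was 13.0%, so part of each range may come from this share. The paper's r with the number of outliers is -0.925 for Etv3 and -0.924 for Zfp217.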

Interestingly, the two most strongly correlated genes, *Etv3* and *Zfp217*, are transcription regulators shown by others to be associated with breast cancers^27,28^, further suggesting that widespread transcriptional dysregulation promotes diversity in cancer phenotypes.

**Fig. 4:**
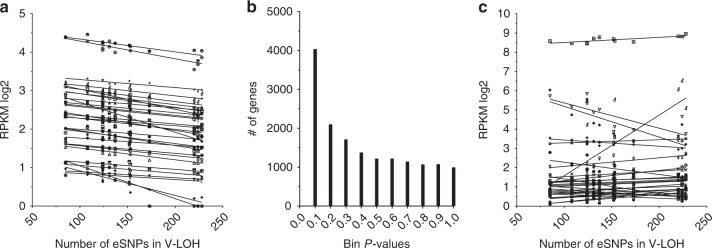
Individual F1 tumors vary in the number of allelic ratio outliers, and that frequency negatively correlates with the expression levels of many genes, demonstrating genome-wide changes in transcription regulatory processes. The number of eSNVs whose absolute *Z*-score exceeded 2 were enumerated for each of 12 tumors that had no evidence of concerted LOH. That number of allelic ratio outliers was then entered into a correlation analysis using all genes expressed at least 0.5 RPKM log2 in those same tumors. In (**a**) correlations are depicted for the top 30 genes for ease of viewing (for complete listing, see Supplementary Data). All correlations shown had a *P*-value < 0.003 and a FDR < 0.15. **b** Distribution of *P*-values is shown in bins from 0.1 to 1.0. **c** A typical lack of correlation (one of ten tests, with similar results) conducted by randomizing the order of the tumors in the dataset

Using an F1 spontaneous cancer model we show in Her2/neu-driven tumors that allelic ratio outliers were present in F1 tumors at a higher than expected frequency and were variably distributed across the genomes of the tumors studied, the sampled tumors were dominated by single clones, the genes containing eSNV outliers were enriched in pathways that define homeostatic and antigen presentation pathways and whose dysregulation often define the cancerous state (rapid cell growth and proliferation, immune evasion), and there was an overwhelming bias toward a negative correlation of gene expression with the observed frequency of outlier eSNV ratios in developed tumors. In a previous study of F1 tumors, we found evidence of epigenetic (i.e., non-genetic) processes capable of causing random distortions in allelic ratio measurements^13^. We take the observations presented here as evidence of sporadic errors in epigenetic regulatory mechanisms that promote repression of cis-linked transcripts and that this genome-wide molecular chaos is a foundation for heritable tumor diversity. However, the relationship between the events at the DNA level and those mechanisms regulating gene expression remains undefined.

The impact of cis- and transacting variability in epigenetic regulation in normal tissues has been suggested by transcriptome data from smaller studies of normal tissues from F1 heterozygotes^10,11,29^. Our own analysis of data reported by Keane et al.^29^ found that the variation of allelic ratios expressed in those tissues was actually distributed more broadly than in the clonal tumors studied here, a finding consistent with their conclusion that allelic ratios of expressed genes are different in different tissues. We were unable to discern outlier patterns in the normal tissue data due to limited sample sizes. However, an IPA analysis of genes marked by potential outlier eSNV in the data sets derived from normal liver and normal hippocampus did not reveal significant enrichment of genes associated with cancer or antigen presentation, while an identically powered analysis of samples from our tumor cohort recapitulated the cancer profiles reported above (*P* = 0.0002, corrected for multiple hypothesis testing). There thus exists a certain propensity for transcript variability in normal, homeostatic mechanisms that becomes enriched during tumorigenesis.

In recent studies of human lymphocytes^8^, we demonstrated that small changes in gene expression, when integrated across multiple genes, were descriptive of individual response phenotypes to subsequent immune activation. In a similar vein, this study reiterates this principle by demonstrating that small changes in gene expression among combinations of genes whose normal functions are to maintain homeostasis are selectively enriched and therefore must determine differential responses of expanding tumor clones to challenges and opportunities present within the microenvironment.

## Methods

### Mice

These animal studies were conducted using protocols approved by the Mayo Clinic Institutional Animal Care and Use Committee (IACUC). Hemizygous BALB/c-neuT mice were originally acquired from Dr. Guido Forni and were maintained by intercross with transgene negative BALB/c female as described previously^13^. F1 hybrid mice (female progeny only) were from matings of neuT transgene positive BALB/c males with wildtype FVB/J females and were studied according to IACUC protocol #A47311-11. Animals were allowed to develop spontaneous breast cancer tumors (generally at 14–20 weeks), and monitored weekly for the appearance of palpable tumors at which point they were monitored daily. All animals developed multiple tumors (≥5 of 10 glands affected). When any tumor reached 100 mm^2^ (width × length), the mouse was killed using CO_2_ inhalation and one tumor removed post mortem and stored frozen at −80 C until processing for RNA.

### RNA samples and RNAseq

RNA was isolated from small pieces (<50 mg wet weight) of frozen breast tumors which were thawed, weighed and immediately homogenized using a Tissue Miser (Fisher), miRNeasy kit followed by DNase treatment, and additional clean-up using RNeasy MinElute Cleanup (all Qiagen). All further steps for RNAseq were conducted by the Mayo Clinic Gene Expression Core, including TruSeq library preparation and Paired-end (PE)150 analysis using HiSeq4000, 8 samples per lane (Illumina), data processing using MapRseq 2.0.0^30^, read alignment using TopHat v2 using Mouse Genome Build, mm10 and primary data FastQC. While the initial run yielded reads of up to 150 bases, all sample reads were trimmed to 100 bases for downstream analyses to enhance the quality of the data.

### eSNV analyses and statistics

Germline-encoded sequence variants of FVB/J and BALB/c mouse strains were downloaded from the Mouse Genome Project (http://www.sanger.ac.uk/science/data/mouse-genomes-project). Unique variants specific to FVB and BALB were extracted and the read depth of both FVB alleles and BALB alleles were counted in each.bam file using SAMtools^31^. The FVB and BALB allele counts for 56,328 unique loci were then copied into an Excel spreadsheet (Microsoft Office 2010) for further analyses. To keep our focus on genes consistently expressed with good exon coverage across samples, we kept only eSNVs where the minor allele count was at least 15. We then calculated allelic ratios for BALB as [BALB allele counts] per [(FVB + BALB) allele counts]. FVB allele ratios were calculated in the same way, then converted to BALB allele ratios (FVB = 1-BALB). Thus, all eSNVs are considered using BALB/c-allelic frequencies (CAF). To compare CAF variability across tumor samples, we calculated *Z*-scores at each polymorphic locus using the mean and standard deviation (std dev) for the 20 tumors (*Z* = (value − mean) std dev^−1^). CAF data for 50 eSNV were arbitrarily sampled and tested for normality using Prism 7 (GraphPad). In that test, 92% of the eSNV tested passed using the optional Shapiro Wilk test^32^; of note, all sampled eSNV passed this test when any individual tumor sample containing outliers were removed from the analysis during the characterization of V-LOH.

LOH was characterized in two ways: first as eSNV in which all tumors displayed allelic loss (mean CAF <0.25 or >0.75), and secondly as eSNV in which the allelic ratio for at least one tumor was more than 2 std dev away from the mean for that locus. After removal of eSNV found to display allelic loss (e.g., all of Chr4 and ChrX, part of Chr7), outliers were defined as having a *Z* score of ≥2 or ≤−2; conditional formatting tools in Excel were used to visualize each cell (black fill for *Z* ≤ −2, gray fill for *Z* between −2 and 2, white fill for *Z* ≥ 2). As 20 tumors were evaluated, a random frequency of outlier measures was expected to be 1 in 20. Using the Poison distribution, an expectation of allelic-frequency measures among the 20 tumors for each eSNV-marked gene containing no outliers was estimated to be 0.3679. Using these expected values, the probability of the observed frequencies of eSNVs with no outliers was calculated using the binomial distribution.

eSNV containing outliers were pooled to compile a gene set for further characterization. Correlations of gene expression and outlier frequency in individual tumors were performed using the ANOVA option in Partek Genomics Suite 6.6. Random data sets were generated using Excel. Characterization and statistical analyses of derived gene sets were conducted using IPA^21^ with the optional Benjamini-Hochberg correction for multiple hypothesis testing^33^. The online tools (http://geneontology.org/) of the Gene Ontology Consortium (GO^22,24^) were also employed to characterize the gene sets. All graphs were generated using Prism.

### Statistics and reproducibility

The data presented were derived from a single study of 20 independent F1 mouse tumors, 1 tumor from each of 20 mice bearing multiple tumors at the time of sampling. RNA from these tumors were processed and sequenced at the same time in order to minimize batch effects. The raw data are the result of the interrogation of thousands of genomic loci for each of the samples in a single data set which has been deposited in the GEO database. All data to prepare the Figures are reported in the main text or in Supplementary Information. In summary, calculations of CAF (representing the relative expression of each of two parental alleles) used eSNV counts of at least 15 raw counts in order to focus on genes consistently expressed with good exon coverage across all samples. To test for normality in the data, CAF data were arbitrarily sampled and tested using the optional Shapiro Wilk^32^ test in Prism 7 (GraphPad). Much of the analysis focuses on the assumption of equal chance for each parental allele to be expressed for most genes in each of these F1 tumors. We examined these allelic ratios across thousands of eSNV, representing hundreds of expressed genes. It was our assumption that the expected distribution of outliers (an allelic ratio for a given eSNV being greater than 2 standard deviations outside the mean for 20 samples) should follow the Poisson distribution. To test for allelic ratio outliers irrespective of mean, CAF were converted to *Z*-scores; eSNV in which only 1 in 20 contained an outlier ratio were explored further using Students’ t-test and binomial distribution. Correlations of gene expression and outlier frequency in individual tumors were performed using the ANOVA option in Partek Genomics Suite 6.6. Characterization and statistical analyses of derived gene sets were conducted using Ingenuity Pathway Analysis (IPA^21^) with the optional Benjamini-Hochberg correction for multiple hypothesis testing^33^. As independent checks on the power of these pathway analyses, we generated random gene sets using Excel. Correlation tests used ANOVA option in Partek Genomics Suite 6.6.

### Spectral karyotype (SKY) and in situ hybridization

SKY karyotype and DNA fluorescence in situ hybridization (FISH) experiments were performed by the Mayo Clinic Cytogenetics Core using primary cultures derived from F1 mouse breast tumors and freshly prepared normal fibroblasts. Briefly, fresh tumors were mechanically dissociated and cultured in RPMI 10% FBS containing Penn-Strep for 24–48 h, any debris was removed, the media replaced, and adherent cells were cultured for 1–3 weeks until sufficiently confluent. Cells were stored in liquid nitrogen until they could be processed for SKY. Reagents for SKY were from Applied Spectral Imaging. SKY images were captured using an Axioplan 2 microscope (Zeiss) and GenASis software version 7.27 (Applied Spectral Imaging). FISH images were captured using an Axioplan 2 microscope (Zeiss) and CytoVision Imaging software version 7.4 (Leica). The mouse centromeric probe BAC RP23-209m4 located at 7qA2 was provided by the BACPAC Resource Center (https://bacpacresources.org/) at Children’s Hospital Oakland Research Institute (Oakland, CA) and used to test the hypothesis that the transgene integration site was adjacent. The plasmid pSV2neuT plasmid was obtained from Addgene (http://www.addgene.org/) and was a gift from Bob Weinberg^34,35^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Items

Reporting Summary

Supplementary Data

## Data Availability

The data for this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database under the GEO accession number GSE128775.

# Supplementary material for: Stochastic changes in gene expression promote chaotic dysregulation of homeostasis in clonal breast tumors
**Source:** Commun Biol. 2019 Jun 14;2:206. doi: 10.1038/s42003-019-0460-0
**Supplement:** Supplementary file 1 — Supplementary Information

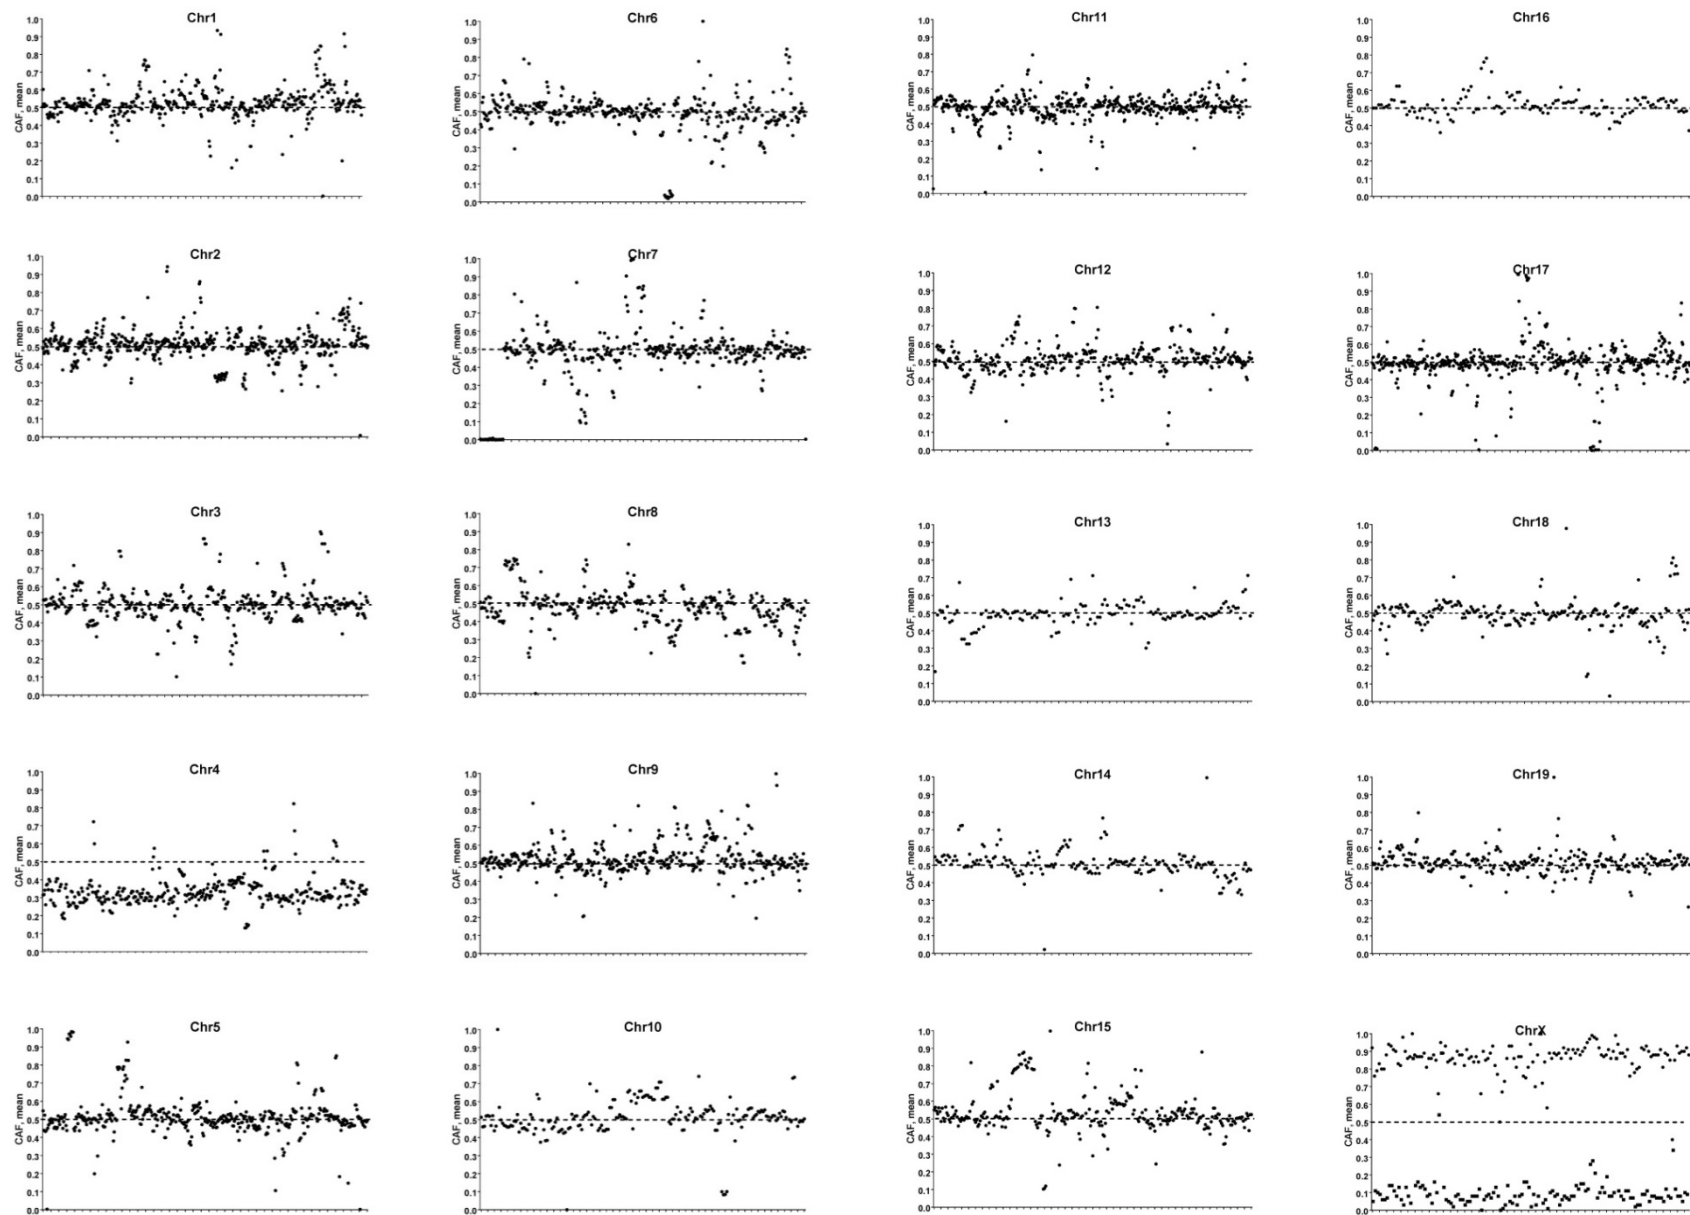

**Supplementary Figure 1.** Allelic gene expression in F1 mouse breast tumors. Allelic ratios, presented as BALB/c-allele frequency (CAF), were calculated from raw read counts for ~12,400 expressed polymorphisms (expressed single nucleotide variants, eSNV). Mean CAFs for 20 individual tumors (1 per mouse) are shown for each of the 20 chromosomes.

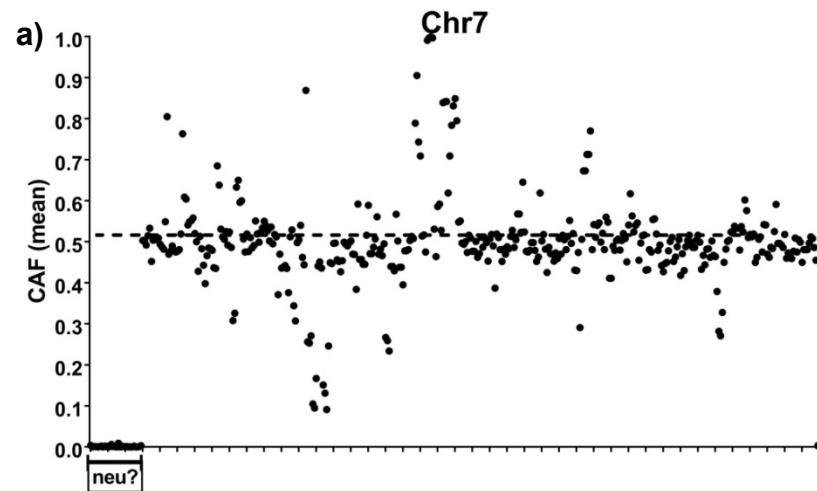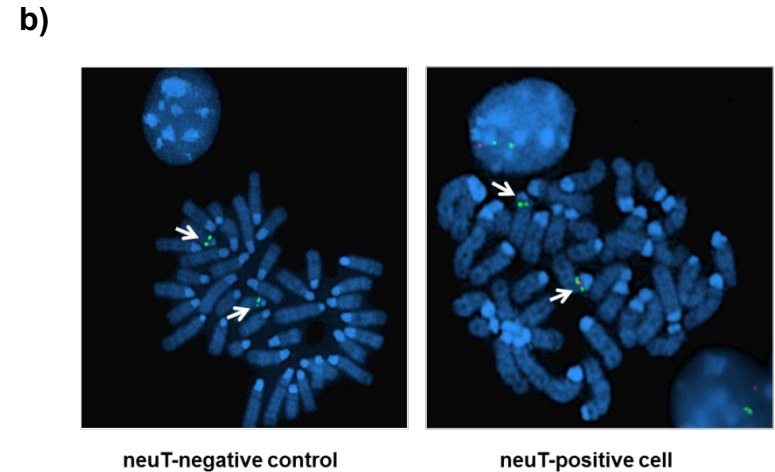

**Supplementary Figure 2.** neuT transgene localized onto proximal arm of mouse chromosome 7. a) Enlargement from Supplementary Figure 1 of Chr7 showing mean CAF at  $\sim$  zero, indicating that all eSNVs are encoded by the FVB parental chromosome); b) visualization of neu<sup>-</sup> and neu<sup>+</sup> F1 mouse tissue chromosomes by FISH. Green = Chr7 centromere probe. Red = Rat/neuT-specific probe.

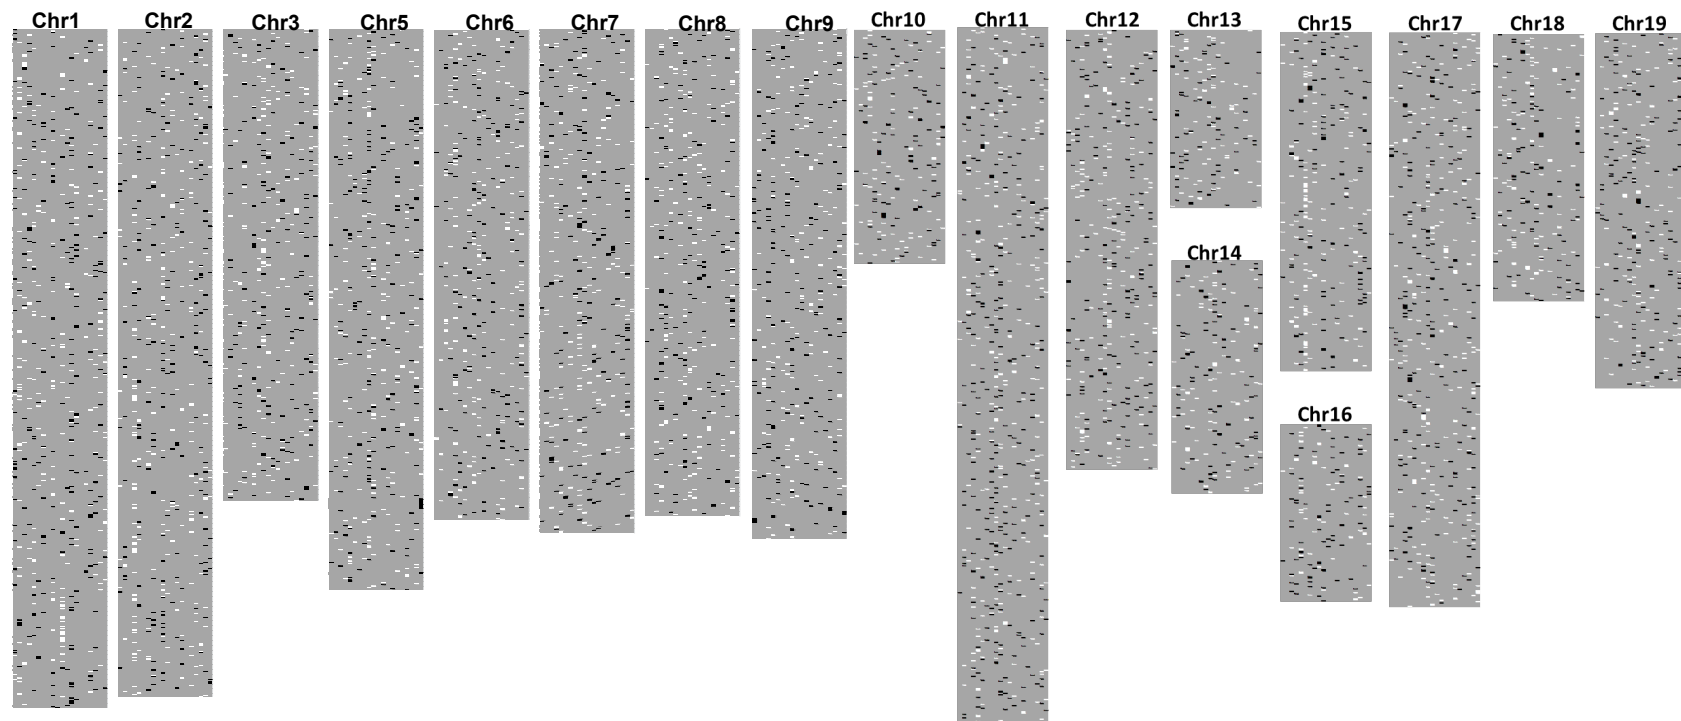

**Supplementary Figure 3.** Allelic ratios of eSNVs in F1 tumors are distributed in a variegated pattern across the genome (V-LOH). Shown are 6344 of 11363 eSNVs (corresponding to 2389 genes) across the 19 autosomes for whom the allelic ratio of one in 20 tumors is an outlier (see Fig. 3). Individual CAF are shaded as white (Z-score > 2) or black (Z-score < -2), or otherwise gray. Those linked eSNVs which were skewed toward one parent and are interpreted by the authors to represent chromosome loss (see text and Ref<sup>1</sup>) and removed from this analysis, are also shaded gray.

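In the rows read of Supplementary Data 7, all Chr1 values are blank in 3 tumors, numbered 4, 19 and 20. The Chr1 dosage, over 723 genes, was -0.22 ± 0.0824 (SD, n = 3) in these tumors and 0.02 ± 0.0290 (SD, n = 17) in the others, a difference of -0.24 on the log2 scale (two-sided exact permutation test, p = 0.00175, the smallest p that 3 tumors against 17 allow). Expression of Chr1 genes was thus at 84.6% of that in the other tumors. Each of the 3 tumors lay below every other tumor, the highest of them at -0.13 and the lowest of the others at -0.04. With only the Chr1 span of the eSNVs read, the alternative that moved it most, the difference was -0.14. Without each of the 3 tumors in turn it stayed between -0.28 and -0.20.

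**Figure D4:**
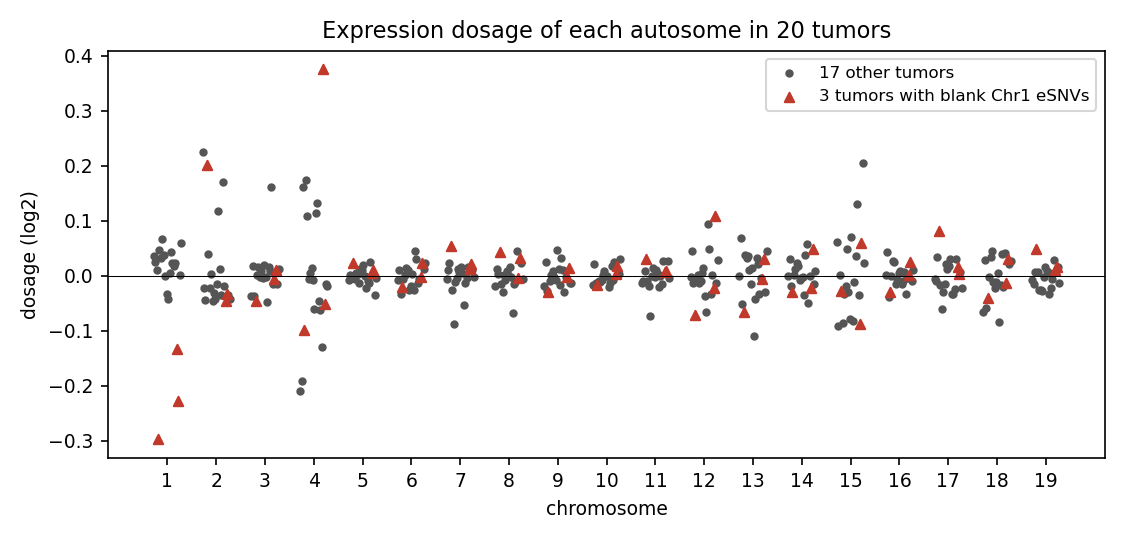
Dosage (log2) of each autosome in 20 tumors. Triangles mark the 3 tumors with blank Chr1 eSNVs, which lie between -0.30 and -0.13 on Chr1.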

**SUPPLEMENTARY TABLE 1**

| <b>Ingenuity Canonical Pathways</b>          | <b>B-H p-value</b> | <b>-log(B-H p-value)</b> | <b>Molecules</b>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|----------------------------------------------|--------------------|--------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Molecular Mechanisms of Cancer               | 3.01995E-08        | 7.52E+00                 | PRKACB,BAD,AXIN1,SMAD3,TAB2,NCSTN,MAPK13,E2F6,ITGA3,RHOB,SUFU,PIK3CG,ARHGEF11,GNA13,NFKBIB,SMAD1,FZD2,WNT5B,CDC25A,SMAD2,CDK13,AKT2,CREBBP,TYK2,PTCH1,RHOJ,NFKB2,AURKA,APC,DAXX,CDH1,MAX,RHOQ,PTPN11,RND3,IRS1,E2F1,PRKACA,FZD6,PLCB3,ARHGEF18,MAP2K3,FZD5,GNAL,CAMK2G,PIK3CA,RALA,LRP6,BMPR2,CRK,FZD1,SMAD5,GNA14,MAP3K5,HIF1A,NFKB1,CDK10,EP300,DIABLO,CASP6,AKT1,RHOD,PIK3C3,BID,AKT3,ARHGEF2,CASP8,PRKCA,LRP5,PAK4,ARHGEF12,PIK3C2A,HAT1,GRB2,GNAQ,SMAD7,MDM2,SIN3A,ARHGEF5,CDKN2D,PRKAR2B,MAPK14,RRAS2,NF1,CDKN1A,CDKN1B,ADCY7,BCL2L11,CTNND1,FZD7 |
| PPAR $\alpha$ /RXR $\alpha$ Activation       | 4.46684E-05        | 4.35E+00                 | PRKACB,GPD1,RALA,PRKAB1,PRKAB2,SMAD3,TGFBR3,BMPR2,GNA14,NFKB1,EP300,HSP90B1,HSP90AB1,IL1RL2,CLOCK,NFKBIB,GOT2,PRKCA,SMAD2,MAP2K7,MED1,GRB2,ACOX1,CREBBP,GNAQ,ACVR1,NR2C2,BCL3,NFKB2,NCOA3,TRAF6,ACADL,MAPK14,PRKAR2B,GHR,RRAS2,IRS1,PRKACA,PLCB3,IL1B,MAP2K3,NCOR2,INSR,ADIPOR2,MAP4K4,ADCY7                                                                                                                                                                                                                                                            |
| mTOR Signaling                               | 4.46684E-05        | 4.35E+00                 | PRKAB1,PRKAB2,PPP2R5B,PDPK1,RICTOR,VEGFA,RHOB,PIK3CG,TSC2,AKT1S1,AKT2,RHOJ,EIF3E,MLST8,EIF3M,PPP2R1A,RHOQ,PTPN11,RND3,PPP2R3A,PTPA,EIF4A3,IRS1,RPS25,INSR,EIF3K,PIK3CA,RALA,RPS18,HIF1A,PDGFC,AKT1,RHOD,PIK3C3,AKT3,PPP2R2C,PRKCA,MAPKAP1,PIK3C2A,GRB2,FAU,PLD4,EIF3G,RRAS2,RPS27L,PRR5,RPS6KA4,PPP2R5E,PPP2R1B,ARHGAP8/PRR5-ARHGAP8                                                                                                                                                                                                                    |
| Germ Cell-Sertoli Cell Junction Signaling    | 0.000114815        | 3.94E+00                 | EPN3,PIK3CA,MAP3K11,RALA,AXIN1,PDPK1,MAP3K5,TUBB,BCAR1,ITGA3,AKT1,RHOB,RHOD,KEAP1,PIK3CG,PIK3C3,TUBA1C,VCL,ACTA1,RAB8B,ACTN1,PAK4,PXN,MAP2K7,PIK3C2A,GRB2,RHOJ,EPN2,MAP3K12,CDH1,MAPK14,RHOQ,TUBA1A,RRAS2,TUBB6,PTPN11,RND3,IRS1,MAP2K3,ACTN4,CLINT1,CTNND1,NECTIN2                                                                                                                                                                                                                                                                                     |
| Sertoli Cell-Sertoli Cell Junction Signaling | 0.000114815        | 3.94E+00                 | EPN3,PRKACB,SPTBN1,MAP3K11,RALA,AXIN1,TGFBR3,SYMPK,MAP3K5,MAPK13,TUBB,BCAR1,ITGA3,TJAP1,AKT1,KEAP1,CGN,SPTB,AKT3,NECTIN1,TUBA1C,VCL,ACTN1,ACTA1,RAB8B,SPTBN2,MAP2K7,AKT2,TJP2,YBX3,F11R,EPN2,MAP3K12,CDH1,MAPK14,PRKAR2B,TUBA1A,RRAS2,TUBB6,PRKACA,MAP2K3,ACTN4,CLINT1,NECTIN2                                                                                                                                                                                                                                                                          |
| Telomerase Signaling                         | 0.000114815        | 3.94E+00                 | PIK3CA,RALA,PPP2R5B,TERF2IP,HDAC10,PDPK1,HSP90B1,AKT1,SP1,HSP90AB1,PIK3C3,PIK3CG,AKT3,PPP2R2C,EGFR,ETS1,AKT2,HDAC4,PIK3C2A,GRB2,HDAC5,ELF2,PPP2R1A,RRAS2,PTP                                                                                                                                                                                                                                                                                                                                                                                            |

|                                        |             |          |                                                                                                                                                                                                                                                                                                                                                                                                                  |
|----------------------------------------|-------------|----------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                                        |             |          | N11,PPP2R3A,PTPA,IRS1,CDKN1A,E2F1,PPP2R5E,PPP2R1B                                                                                                                                                                                                                                                                                                                                                                |
| Adipogenesis pathway                   | 0.000114815 | 3.94E+00 | DGKD,SMAD3,SAP30L,HDAC10,FBXW7,PIIP5K1,BMPR2,FZD1,SMAD5,HIF1A,AKT1,LPIN1,CTBP2,CEBPA,CLOCK,GTF2H5,SMAD1,FZD2,KMT2B,GTF2H3,HDAC4,HAT1,TXNIP,XBP1,SAP130,SIN3A,HDAC5,Kat6b,SIRT2,GTF2H4,SREBF1,FZD6,FZD5,SOX9,FZD7                                                                                                                                                                                                 |
| Wnt/ $\beta$ -catenin Signaling        | 0.000114815 | 3.94E+00 | CSNK1G1,AXIN1,TGFBR3,SOX10,LRP6,PPP2R5B,MARK2,CSNK1A1,BMPR2,FZD1,KREMEN1,SOX13,EP300,AKT1,AKT3,PPP2R2C,CSNK2B,FZD2,WNT5B,SOX5,AKT2,LRP5,CSNK1G3,CREBBP,CSNK1D,GNAQ,ACVR1,MDM2,APC,PPP2R1A,CDH1,DVL2,PTPA,PPP2R3A,FZD6,CD44,FZD5,SOX9,PPP2R5E,PPP2R1B,TCF7L2,FZD7                                                                                                                                                 |
| PI3K/AKT Signaling                     | 0.000151356 | 3.82E+00 | PIK3CA,RALA,BAD,PPP2R5B,PDPK1,MAP3K5,NFKB1,YWHAQ,ITGA3,HSP90B1,AKT1,HSP90AB1,PIK3CG,TSC2,AKT3,PPP2R2C,NFKBIB,AKT2,CD37,YWHAQ,GRB2,TYK2,MDM2,NFKB2,SYNJ2,PPP2R1A,RRAS2,INPP5F,PTPA,PPP2R3A,CDKN1A,PPP2R5E,CDKN1B,PPP2R1B                                                                                                                                                                                          |
| Xenobiotic Metabolism Signaling        | 0.000151356 | 3.82E+00 | CAMK1,MAP3K11,PPP2R5B,MAPK13,ARNT,CHST2,KEAP1,PIK3CG,MGST1,HDAC4,MED1,CREBBP,SNW1,NFKB2,HDAC5,HS3ST3B1,MAP3K12,PPP2R1A,PTPN11,PPP2R3A,PTPA,IRS1,MAP2K3,ALDH3B1,ALDH16A1,NDST1,CAMK2G,PIK3CA,RALA,GSTM5,NQO2,HS2ST1,MAP3K5,NFKB1,SOD3,HS3ST3A1,EP300,ALDH2,HSP90B1,HSP90AB1,ALDH1A3,PIK3C3,PPP2R2C,NFE2L2,CITED2,PRKCA,GSTM1,SRA1,MAP2K7,PIK3C2A,GRB2,UGT8,FTL,RRAS2,MAPK14,CAT,IL1B,NCOR2,PPP2R5E,PPP2R1B,DNAJC7 |
| Tight Junction Signaling               | 0.000169824 | 3.77E+00 | PRKACB,CPSF2,PPP2R5B,MARK2,MPP5,SYMPK,NFKB1,VTI1B,CPSF6,AKT1,LLGL1,CGN,CEBPA,AKT3,ARHGEF2,PPP2R2C,NECTIN1,SAFB,VCL,NAPA,ACTA1,AKT2,CSTF1,TJP2,YKT6,MYH14,RAB13,YBX3,NFKB2,F11R,PPP2R1A,PRKAR2B,PTPA,PPP2R3A,PRKACA,CPSF3,PPP2R5E,CSTF3,PPP2R1B,NECTIN2                                                                                                                                                           |
| Epithelial Adherens Junction Signaling | 0.000169824 | 3.77E+00 | EPN3,RALA,TGFBR3,BMPR2,CRK,TUBB,CLIP1,NOTCH2,AKT1,KEAP1,AKT3,NECTIN1,TUBA1C,VCL,ACTA1,ACTN1,EGFR,DLL1,AKT2,NOTCH3,MYH14,ACVR1,APC,MET,EPN2,CDH1,NOTCH4,TUBA1A,RRAS2,TUBB6,SSX2IP,ACTN4,PARD3,CLINT1,TCF7L2,CTNND1,NECTIN2                                                                                                                                                                                        |
| Breast Cancer Regulation by Stathmin1  | 0.00018197  | 3.74E+00 | PRKACB,PIK3CA,Calm1 (includes others),CAMK1,RALA,PPP2R5B,TUBB,ROCK2,E2F6,PPP1R10,PIK3C3,PIK3CG,ARHGEF2,PPP2R2C,TUBA1C,ARHGEF11,GNA13,PRKCA,ARHGEF12,PIK3C2A,GRB2,ITPR2,GNG2,GNAQ,PPP1R11,ITPR1,ARHGEF5,PPP2R1A,PRKAR2B,TUBA1A,RRAS2,TUBB6,PTPN11,PTPA,PPP2R3A,IRS1,E2F1,CDKN1A,PRKACA,PLCB3,UHMK1,ARHGEF18,PPP2R5E,CDKN1B,PPP2R1B,ADCY7,CAMK2G                                                                   |
| Sumoylation                            | 0.000218776 | 3.66E+00 | ARHGDIG,RAN,MAP3K5,NFKB1,NR3C1,EP300,S                                                                                                                                                                                                                                                                                                                                                                           |

|                                                                       |             |          |                                                                                                                                                                                                                                                                             |
|-----------------------------------------------------------------------|-------------|----------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Pathway                                                               |             |          | P1,RHOB,RHOD,CTBP2,RANGAP1,RFC2,CEBPA,ETS1,CREBBP,MDM2,RHOJ,NFKB2,RFC5,ARHGDIB,DAXX,RNF4,CDH1,RHOQ,RND3,PML,RFC3                                                                                                                                                            |
| Pancreatic Adenocarcinoma Signaling                                   | 0.000234423 | 3.63E+00 | PIK3CA,RALA,BAD,SMAD3,NFKB1,PDGFC,VEGFA,RAD51,E2F6,AKT1,PIK3C3,PIK3CG,AKT3,ERBB2,EGFR,SMAD2,AKT2,PIK3C2A,GRB2,TYK2,HBEFG,MDM2,NFKB2,SIN3A,PLD4,PTPN11,IRS1,CDKN1A,E2F1,TGFA,CDKN1B                                                                                          |
| ILK Signaling                                                         | 0.000234423 | 3.63E+00 | FLNB,PIK3CA,PPP2R5B,PDPK1,HIF1A,RICTOR,NFKB1,PDGFC,EP300,VEGFA,NCK2,AKT1,RHOB,RHOD,PIK3CG,PIK3C3,AKT3,PPP2R2C,VCL,ACTA1,ACTN1,DSP,PARVA,AKT2,PXN,PIK3C2A,GRB2,MYH14,CREBBP,RHOJ,NFKB2,CREB3L4,PPP2R1A,CDH1,RHOQ,PTPN11,RND3,PTPA,PPP2R3A,IRS1,RPS6KA4,PPP2R5E,ACTN4,PPP2R1B |
| HIPPO signaling                                                       | 0.000234423 | 3.63E+00 | WWTR1,SMAD3,PPP2R5B,NF2,FRMD6,SMAD5,YWHAQ,TEAD1,PPP1R10,LLGL1,PPP2R2C,SMAD1,SMAD2,TJP2,YWHAQ,CSNK1D,PPP1R11,PPP2R1A,PTPA,PPP2R3A,WWC1,CD44,PPP2R5E,PARD3,PPP2R1B                                                                                                            |
| Unfolded protein response                                             | 0.000234423 | 3.63E+00 | CALR,SCAP,MAP2K7,Hspa1b,HSPA1A/HSPA1B,XBP1,OS9,ATF6,MAP3K5,HSPA2,EIF2A,SEL1L,HSP90B1,PDIA6,SREBF1,SREBF2,EDEM1,CEBPA,NFE2L2                                                                                                                                                 |
| Antigen Presentation Pathway                                          | 0.000234423 | 3.63E+00 | B2M,PSMB9,CALR,HLA-A,HLA-DQA1,PSMB8,CD74,HLA-DQB1,TAP1,HLA-DMA,HLA-DRA,TAP2,TAPBP,HLA-E,HLA-DRB5                                                                                                                                                                            |
| Mouse Embryonic Stem Cell Pluripotency                                | 0.000416869 | 3.38E+00 | IL6ST,PIK3CA,RALA,AXIN1,BMPR2,FZD1,SMAD5,MAPK13,AKT1,PIK3CG,PIK3C3,AKT3,SMAD1,FZD2,AKT2,PIK3C2A,GRB2,CREBBP,TYK2,APC,DVL2,MAPK14,RRAS2,PTPN11,IRS1,FZD6,FZD5,TCF7L2,FZD7                                                                                                    |
| RAR Activation                                                        | 0.000436516 | 3.36E+00 | PRKACB,PIK3CA,SMAD3,PDPK1,MAP3K5,SMAD5,MAPK13,NFKB1,SMARCA4,EP300,VEGFA,AKT1,ALDH1A3,PIK3CG,GTF2H5,AKT3,CSNK2B,RXRB,SMAD1,CITED2,PRKCA,GTF2H3,SMAD2,SRA1,AKT2,MED1,CREBBP,SMAD7,SNW1,NFKB2,MAPK14,PRKAR2B,SMARCA2,GTF2H4,IGFBP3,PRKACA,NCOR2,SMARCC1,PML,CRABP2,ADCY7,CARM1 |
| Prostate Cancer Signaling                                             | 0.00057544  | 3.24E+00 | PIK3CA,RALA,BAD,PDPK1,NFKB1,EP300,HSP90B1,AKT1,HSP90AB1,PIK3CG,PIK3C3,AKT3,NFKBIB,AKT2,PIK3C2A,GRB2,CREBBP,MDM2,NFKB2,CREB3L4,SIN3A,RRAS2,PTPN11,IRS1,CDKN1A,E2F1,CDKN1B                                                                                                    |
| Glioblastoma Multiforme Signaling                                     | 0.00057544  | 3.24E+00 | PIK3CA,RALA,AXIN1,NF2,FZD1,PDGFC,E2F6,AKT1,RHOB,RHOD,PIK3C3,PIK3CG,TSC2,AKT3,FZD2,WNT5B,EGFR,AKT2,PIK3C2A,GRB2,ITPR2,MDM2,RHOJ,ITPR1,APC,RHOQ,RRAS2,PTPN11,NF1,RND3,IRS1,E2F1,CDKN1A,FZD6,PLCB3,FZD5,CDKN1B,FZD7                                                            |
| Production of Nitric Oxide and Reactive Oxygen Species in Macrophages | 0.000645654 | 3.19E+00 | APOE,PIK3CA,MAP3K11,PPP2R5B,MAP3K5,MAPK13,NFKB1,AKT1,PPP1R10,RHOB,RHOD,PIK3CG,PIK3C3,AKT3,PPP2R2C,NFKBIB,PRKCA,AKT2,MAP2K7,PIK3C2A,GRB2,TYK2,CREBBP,IFNGR1,                                                                                                                 |

|                                        |             |          |                                                                                                                                                                                                                                                                                                                       |
|----------------------------------------|-------------|----------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                                        |             |          | PPP1R11,RHOJ,PCYOX1,NFKB2,TLR2,MAP3K12,PPP2R1A,MAPK14,RHOQ,PTPN11,RND3,PTPA,PPP2R3A,IRS1,CAT,PPP2R5E,PPP2R1B,SIRPA                                                                                                                                                                                                    |
| Ceramide Signaling                     | 0.000691831 | 3.16E+00 | AKT2,PIK3CA,RALA,BAD,PIK3C2A,GRB2,PPP2R5B,SPHK2,SMPD1,NFKB2,NFKB1,DIABLO,CTSD,PPP2R1A,AKT1,RRAS2,PTPN11,PTPA,PPP2R3A,IRS1,PIK3C3,PIK3CG,AKT3,PPP2R2C,PPP2R5E,PPP2R1B                                                                                                                                                  |
| p53 Signaling                          | 0.000707946 | 3.15E+00 | PIK3CA,HIF1A,ST13,EP300,CCNG1,CASP6,AKT1,STAG1,PIK3CG,PIK3C3,PPP1R13B,CCNK,AKT3,AKT2,PIK3C2A,TOPBP1,GRB2,MED1,CSNK1D,PERP,MDM2,SERPINE2,MAPK14,PTPN11,IRS1,CDKN1A,E2F1,PML                                                                                                                                            |
| Non-Small Cell Lung Cancer Signaling   | 0.000707946 | 3.15E+00 | PIK3CA,AKT2,RALA,BAD,PIK3C2A,GRB2,ITPR2,PDPK1,ITPR1,SIN3A,AKT1,RRAS2,PTPN11,IRS1,PIK3CG,PIK3C3,E2F1,TGFA,AKT3,ERBB2,RXR,EGFR,PRKCA                                                                                                                                                                                    |
| Colorectal Cancer Metastasis Signaling | 0.000707946 | 3.15E+00 | IL6ST,PRKACB,PIK3CA,RALA,GRK2,BAD,AXIN1,MSH3,MMP14,SMAD3,LRP6,FZD1,NFKB1,PDGFC,PTGER1,VEGFA,AKT1,RHOB,RHOD,PIK3C3,PIK3CG,AKT3,FZD2,WNT5B,EGFR,SMAD2,LRP5,AKT2,PIK3C2A,GRB2,GNG2,TYK2,IFNGR1,RHOJ,NFKB2,APC,TLR2,CDH1,RRAS2,PRKAR2B,RHOQ,MSH2,PTPN11,RND3,IRS1,FZD6,PRKACA,FZD5,ADCY7,TCF7L2,FZD7                      |
| IGF-1 Signaling                        | 0.000794328 | 3.10E+00 | PRKACB,SOCS3,IGFBP4,PIK3CA,RALA,BAD,SOCS6,PDPK1,YWHAQ,AKT1,PIK3CG,PIK3C3,AKT3,SOCS2,CSNK2B,PXN,AKT2,PIK3C2A,YWHAQ,GRB2,PRKAR2B,RRAS2,NOV,PTPN11,IRS1,IGFBP3,PRKACA,SOCS5                                                                                                                                              |
| Huntington's Disease Signaling         | 0.000870964 | 3.06E+00 | Hspa1b,HSPA1A/HSPA1B,PDPK1,HDAC10,CTSD,PIK3CG,NAPA,DNM2,POLR2I,AKT2,HDAC4,GNNG2,CREBBP,CREB3L4,ITPR1,HDAC5,DNAJC5,PTPN11,CAPN1,CASP2,IRS1,HTT,PSME4,PLCB3,PIK3CA,GNA14,VTI1B,EP300,CASP6,ARFIP2,AKT1,SP1,PIK3C3,AKT3,DNAJB1,CASP8,EGFR,PRKCA,MAP2K7,YKT6,PIK3C2A,GRB2,GNAQ,HSPA2,SIN3A,POLR2G,PSME1,CAPNS1,HAP1,NCOR2 |
| Paxillin Signaling                     | 0.000912011 | 3.04E+00 | PIK3CA,RALA,ARF1,CRK,NCK1,MAPK13,BCAR1,NCK2,ITGA3,ARF6,ARFIP2,PIK3C3,PIK3CG,ITGAV,VCL,ACTA1,ACTN1,PAK4,PARVA,PXN,PIK3C2A,GRB2,GIT2,RRAS2,MAPK14,PTPN11,IRS1,ITGA1,ACTN4                                                                                                                                               |

Pathway analyses of genes with allelic ratio outliers reveal enrichment in genes that define the cancerous state. Genes (2634) marked by eSNVs with ratio outliers in one or more tumors (see Supplementary Data) were analyzed in IPA software (Qiagen). Listed are the canonical pathways ( $P < 0.001$ ) when corrected for multiple hypothesis testing based on the Benjamini-Hochberg (B-H) method available in the software package<sup>2</sup>.

**SUPPLEMENTARY TABLE 2**

| <b>Ingenuity Canonical Pathway</b>        | <b>B-H p-value</b> | <b>Molecules</b>                                                                                                                                                                                                                                                                       |
|-------------------------------------------|--------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antigen Presentation Pathway              | 2.62 E-04          | B2M, CALR, CD74, HLA-A, HLA-DMA, HLA-DQA1, HLA-DQB1, HLA-DRB5, PSMB9, TAP1, TAP2, TAPBP                                                                                                                                                                                                |
| Endocannabinoid Cancer Inhibition Pathway | 1.28 E-02          | ADCY7, AKT1, AKT1S1, CASP6, CASP8, CDH1, EIF2A, GNA13, HIF1A, MAP2K7, MAPK14, PDGFC, PIK3C3, PIK3CA, PIK3CG, PRKAB1, PRKAR2B, PTPN11, ROCK2, SMPD1, SPTLC2, TCF7L2                                                                                                                     |
| Reelin Signaling in Neurons               | 2.21 E-02          | AKT1, APP, ARHGEF2, ARHGEF5, ARHGEF11, ARHGEF12, ITGA3, MAP2K7, MAPK8IP3, PAFAH1B1, PIK3C3, PIK3CA, PIK3CG, PTPN11, VLDLR                                                                                                                                                              |
| mTOR Signaling                            | 2.21 E-02          | AKT1, AKT1S1, ARHGAP8, EIF3E, EIF3G, EIF4A3, FAU, HIF1A, MAPKAP1, PDGFC, PDPK1, PIK3C3, PIK3CA, PIK3CG, PLD4, PPP2R1A, PPP2R1B, PRKAB1, PRR5, PTPN11, RHOQ, RPS18, RPS27L, RPS6KA4, TSC2                                                                                               |
| Molecular Mechanisms of Cancer            | 2.95 E-02          | ADCY7, AKT1, APC, ARHGEF2, ARHGEF5, ARHGEF11, ARHGEF12, ARHGEF18, AURKA, AXIN1, BID, BMPR2, CASP6, CASP8, CDC25A, CDH1, CDK10, CTNND1, FZD2, FZD5, GNA13, HAT1, HIF1A, ITGA3, LRP6, MAPK14, MDM2, NF1, NFKB2, NFKBIB, PIK3C3, PIK3CA, PIK3CG, PRKAR2B, PTPN11, RHOQ, SMAD5, SUFU, TYK2 |

**Canonical Pathways from IPA analysis of genes with eSNV outliers at a Z-score threshold = 2.5.** Genes with allelic ratio outliers defined by increasing Z-score threshold to 2.5 still found in pathways associated with cancer. Genes (1291) from Supplementary Table 1 which continued to meet the criteria of containing eSNV outliers when the threshold Z-score was increased from 2 to 2.5 (~ P = 0.0124) were analyzed in IPA. Listed are the top canonical pathways in the report, the genes falling into those pathways, and the corresponding p-values corrected for multiple hypothesis testing.

### Supplementary References

1. Felts, S. J. *et al.* Widespread non-canonical epigenetic modifications in MMTV-NeuT breast cancer. *Neoplasia* **17**, 348-357, doi:10.1016/j.neo.2015.02.006 (2015).
2. Benjamini, Y. & Hochberg, Y. Controlling the false discovery rate: a practical and powerful approach to multiple testing. *J. Roy. Statist. Soc. Ser. B* **57**, 289-300 (1995).

# Supplementary material for: Stochastic changes in gene expression promote chaotic dysregulation of homeostasis in clonal breast tumors
**Source:** Commun Biol. 2019 Jun 14;2:206. doi: 10.1038/s42003-019-0460-0
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Items

**Supplementary Data 1.** Genes marked by eSNVs with ratio outliers in one or more tumors were tabulated and characterized according to Gene Symbol, Entrez Gene Name, and the subcellular localization and function (where known) of their encoded products using IPA analysis software. Genes in bold match those reported recently as breast cancer susceptibility genes as referenced in the text.

**Supplementary Data 2.** Correlation results testing genes expressed in F1 tumors as a function of the number of allelic outliers. Using data from the 12 F1 breast tumors that lacked evidence of linked eSNV being skewed toward one parent, the number of eSNV outliers in each tumor was quantitated and tested for correlation with gene expression levels in those tumors (using all genes expressed at least 0.5 RPKM log_2_). The results from this ANOVA (Partek Genomics Suite 6.6) are tabulated based on highest correlation coefficient (r).

**Supplementary Data 3.** Mean BALB/c-allelic frequencies (CAF) were calculated for eSNV where the minor allele raw count was greater than 15 and shown in Supplemental Figure 1 for each chromosome. For added reference, the chromosome location, Ensembl ID, and Gene symbol of each eSNV are included.

**Supplementary Data 4.**  For Figure 1 (top), mean CAF for the original parental counts were calculated for 308 eSNV on ChrX on a tumor-by-tumor basis and illustrated using Prism. Mean CAF < 0.25 or > 0.75 are indicated as clonal in the figure.

**Supplementary Data 5.**  For Figure 1 (bottom), mean CAF for the original parental counts were calculated for 446 eSNV on Chr9 on a tumor-by-tumor basis and illustrated using Prism.

**Supplementary Data 6.** Spectral Karyotype (SKY) analysis was performed by the Mayo Clinic Cytogenetics Core using primary cultures of F1 mouse breast tumors. Quantitation of chromosomal aberrations is summarized in Table 1 for 100 mitotic figures examined (10 per individual culture).

**Supplementary Data 7.** From the CAF of over 11,000 eSNV for each tumor sample, Z-scores were calculated in Excel (Z = (individual CAF minus mean CAF (N=20) (StdDev)^-1). In Supplementary Figure 3, individual data cells containing calculated Z-scores were shaded as white (Z-score > 2), black (Z-score < -2), or otherwise gray. eSNV with one outlier were considered further as described in the text.

**Supplementary Data 8.** A subset of data from Supplementary Figure 3 were used to make Figure 3 a)-c) in order to illustrate how CAF and Z-score are related and how allelic ration outliers were defined.

**Supplementary Data 9.**  Gene expression data in RPKM log2 as a function of the number of eSNV in V-LOH for 12 tumors is shown in Figure 4a for the top 30 genes. The results of the correlation analysis are reported in Supplementary Data 2.

**Supplementary Data 10.** Shown is the full report of correlation (r) values between the number of eSNV in V-LOH and gene expression which were then placed (binned) into 0.1 intervals using Prism and shown in Figure 4b.

**Supplementary Data 11.**  Shown in Figure 4c are the gene expression data in RPKM log2 for the top 30 genes and the number of eSNV in V-LOH for 12 tumors tested in correlation analysis when the tumor order in the analysis was randomized.

# Supplementary material for: Stochastic changes in gene expression promote chaotic dysregulation of homeostasis in clonal breast tumors
**Source:** Commun Biol. 2019 Jun 14;2:206. doi: 10.1038/s42003-019-0460-0
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ ☐ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

All data were collected using public or commercially available software: MapRseq 2.0.0; TopHat v2; GenASIS software v7.27 and CytoVision Imaging software version 7.4 (Leica)

Data analysis

All data analysis used public or commercially available tools: Excel for Microsoft Office 2010; Partek Genomics Suite 6.6; Prism 7 (GraphPad); Ingenuity Pathway Analysis (licensed by Qiagen) and Gene Ontology (public online consortium)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

How the deposited data were processed for this re-analysis (not part of the article)

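RNA from 20 breast tumors, 1 from each of 20 F1 mice, was sequenced in paired-end reads that the authors trimmed to 100 bases and aligned to mm10 with TopHat within MapRseq. The authors deposited raw counts of reads per gene, 1 column per tumor with nothing pooled. The counter, its strand setting and the annotation release are not named in the paper's text. Overlapping or antisense genes and near-identical copies are therefore uncertain. Reads of strain variants were aligned to a C57BL/6 reference, and the effect on single genes was not tested. Read counts per allele, allele counts at single eSNVs and the 12 tumors of Fig. 4 are not analysed here. CAFs, Z-scores and the list of correlated genes are the paper's, read from its supplementary tables, some of which were read in part.

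Total counts ranged from 38765682 to 65465755 per tumor, so that a count of 0 allows up to 3 counts of the total. Wilson intervals at 95% cover counting error only, since reads carry no molecular identifiers. RPKM was computed here from the counts, the listed coding length and the total count, since the counts are the deposited unit, and alternatives set before the data were examined that speak of deposited RPKM use these values. CPM was computed with edgeR's TMM factors and a prior count of 2 on the log2 scale.

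Tumors were grouped by the ChrX CAF with the paper's thresholds of 0.25 and 0.75, and the 2 tumors between them were left out of the comparison of classes. This comparison used edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood test, Benjamini-Hochberg adjustment at 0.05), with DESeq2 1.42.0 as an alternative, in R 4.3.3. Other values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Permutation tests were two-sided, exact where a group had under 10 values and with 100000 permutations otherwise. The Lo against Hi difference in the share of the ribosomal RNA locus was first tested with sampled permutations (p = 0.0389) and then exactly. Genes named in the text were those the paper names, Erbb2, Xist and, per direction, up to 3 genes with the largest fold change among those past the threshold with a mean log2 CPM of at least 1. Erbb2, the mouse gene of the driver, had a log2 fold change of -0.01 between the classes. Col4a5, Gyk, 3110007F17Rik and Mir7671 were named after their values were seen. Marker lists were set before the data were examined for leukocytes, T cells, macrophages, B cells, fibroblasts, endothelial cells, adipocytes, epithelial cells, nuclear-retained RNA and antigen presentation, and a list's score is the mean z-score of its genes. All listed genes were found, 1 of them (Adgre1) under its older symbol Emr1 through the reference table of gene names, and none is in the paper's list.

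The Z-scores were first computed with the SD divided by the number of tumors minus 1, which differed from the printed Z-scores by up to 0.0982. The divisor was changed after this was seen. The scripts were tested on simulated data. Of 200 genes changed by a log2 fold change of 1 or -1 among 18916, 188 were recovered and 12 unchanged genes were called. A planted log2 dosage of -1 was recovered as -0.978, and a planted r of 0.3 within genes as 0.313 over 240 eSNVs. A planted pairwise r of 0.6 was recovered as 0.564 in 2000 genes. Alternatives changed 1 choice at a time (normalization, filter on low values, pseudocount, thresholds, tumors included). Removal of the GC and length trend, thinning to the lowest total, totals without the ribosomal RNA locus, the number in the sample names as a replicate block and, for the list score, TMM normalization and marker lists on RPKM were added after the data were seen, as were RPKM and these totals for the epithelial genes of tumors with an intermediate ChrX CAF.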

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

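The test against the dosage of Chr2 was chosen only after the result was seen.

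Among the BALB-class tumors, tumor 4 had 21.7 CPM of E2f1, against 8.98 to 14.0 CPM in the other 7 tumors, a gap that Dixon's test for a single far value places beyond its 95% limit. Of 24 groups tested this way, 1 was picked out, where chance gives 1.2. Tumor 4 had the highest E2f1 of all 20 tumors. A gain of Chr2, on which E2f1 lies, does not account for this alone, since the log2 excess over the class median was 0.87 and the Chr2 dosage of the tumor was 0.20. Chance remains open, and no biological explanation was tested.

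The share of counts on Yam1 and AY036118, which the paper does not report on, was 27.7% in tumor 16 (95% Wilson interval from 27.67% to 27.70%), above the limit that a count of 0 allows and the highest of the 20 tumors. The Lo tumors had a mean share of 18.4% ± 6.08 (SD, n = 9) and the Hi tumors 13.7% ± 3.13 (SD, n = 11), a difference with a p of 0.0387 in a two-sided exact permutation test, or 0.0773 after Benjamini-Hochberg adjustment over the 2 relations tested. What Lo and Hi stand for is not given in the paper's text, so a difference between libraries and a difference between tumors are both open. The share did not follow the total count (r = -0.0527, permutation p = 0.827, rho = 0.0586, p = 0.807; r = 0.127 without the 2 tumors farthest from the median total; r = 0.151 within Lo and -0.0574 within Hi), which at 20 tumors leaves a weaker relation open. The ratio of counts on the overlapping genes was between 0.548 and 0.622 in every tumor, and the counting of reads over their shared bases was not tested. No biological explanation was tested.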

How the results depend on the processing

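All but 10 kinds of alternative were set before the data were examined. The number of expressed genes stayed within 1.5 times its value under 3 alternatives (13345 to 19995). The Chr1 difference kept its sign and its side of the threshold under every alternative run (-0.25 to -0.14), and between -0.28 and -0.20 across the 3 fits that each left out 1 tumor. The SD of the Chr4 dosage stayed between 0.131 and 0.141, and the co-variation of the negatively correlated genes stayed above random lists under 7 alternatives (median r from 0.386 to 0.677). The median r of eSNV pairs over 500 bases apart was 0.0613 with Spearman's rho and 0.0326 with 1 pair per gene.

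With DESeq2, 3 genes differed between the ChrX classes (Col4a6, Gyk and 3110007F17Rik) in place of 1, and the cause was not tested. With genes of Chr1 to Chr19 only, 0 genes differed (610 at an unadjusted p under 0.05), since Col4a6 lies on ChrX. Across the other alternatives the log2 fold change of Col4a6 was between -4.49 and -3.20 and its adjusted p between 1.81e-11 and 0.0131. A random variable had a median of 53.5 correlated genes among those with a mean log2(RPKM + 1) of at least 2, where fewer genes were tested. The list score was related to 3 measures on RPKM, to 6 on log2 CPM with TMM and to 5 with totals without the ribosomal RNA locus, both chosen after seeing the data, and the cause was not tested. With the marker lists on log2(RPKM + 1) as well, also chosen after seeing the data, it was related to 2 measures, and r reversed to 0.0311 for the epithelial list, 0.200 for leukocytes, 0.0875 for macrophages and 0.247 for antigen presentation. It was also related to 2 measures without the 2 tumors farthest from the median of each, where the slope of expression on coding length was weaker (r = -0.478, adjusted p = 0.145). Epithelial genes were over 2 SD above the level that the ChrX share needs in 6 of the 6 tumors with a share over 0.1, in 4 on RPKM and in 6 with totals without the ribosomal RNA locus, all chosen after seeing the data. Without the 2 tumors farthest from the median share, 1 marker list followed the ChrX minor-allele share in place of 0, and r reversed to -0.333 for macrophages and -0.185 for fibroblasts. For the list score against leukocytes it reversed to 0.0126 without the 2 farthest tumors. None of these 3 relations passed the threshold in either form. Of 113 values of single genes, lists and shares under alternatives, 99 kept their direction and side of the threshold, 1 was weaker, 6 were stronger and 7 reversed.

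The 9 numbers that Lo tumors carry in the sample names recur among the Hi tumors, while each tumor came from its own mouse. After removal of the Lo and Hi means, the expression of same-numbered tumors had r between -0.359 and 0.269, over 0.1 in 3 of the 9 pairs, so these tumors are taken to share only a number. With the number as a replicate block, chosen after seeing the data, 0 genes differed between Lo and Hi (654 at an unadjusted p under 0.05, 7 pairs among the 18 tumors) in place of 1, and the share of the ribosomal RNA locus was higher in Lo by 4.84 points (SD of the differences 5.24, exact sign-flip test, p = 0.0273, 9 pairs), against 4.71 points without the block. The ChrX classes share 0 numbers, so their comparison cannot be paired. In all 7 pairs without an F1-class tumor both tumors had the same ChrX class (two-sided exact permutation test, p = 0.0571, chosen after seeing the data), and what the numbers stand for remains open.

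The eSNV results rest on 168 of 11371 eSNVs of 1 chromosome, and no depth per eSNV was used here, which limits them to those rows.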

Differences from the paper's values

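The paper's number of genes correlated by chance is an expected number, and the mean over the random variables was 168.5 genes (standard error 20.2), so these do not differ. The median was 104.5, lower because a few random variables had many genes (SD 202). Among genes with a mean log2(RPKM + 1) of at least 2, where 10649 genes were tested in place of 16667, the mean was 102.3 (standard error 14.2) and the paper's number is 1.56 times as high. No other value of the same kind differs from the paper's by more than 1.5 times. The paper places nearly all correlations of a very small p among the negative ones, while the smallest p in its Supplementary Data 2 is 2e-05 and 0 of the 749 genes have a p under 1e-06. Of all listed genes 98.3% are negative, against 98.6% in the paper's text, and the sheet holds 749 genes where the text gives 748.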

Other observations

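These tests were chosen only after a result was seen: label class as the cause of the Col4a6 difference, the ribosomal RNA locus as the whole cause of the shared variation, the sign of the length trend, fibroblast against epithelial genes, the epithelial genes of the F1-class and other intermediate tumors, whose limits of 2 SD and of a share over 0.1 were also set then, and the marker lists on RPKM, by which the cell composition test set beforehand is now left open. In the first 4, the test set beforehand had come out in favor of the technical explanation, and both outcomes are given. Relations that did not pass the threshold were first read as evidence against an explanation and are now left open.

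For the gene that differed between the ChrX classes, 3 of 100 splits of the 18 tumors gave as many genes, the real one included, and 1 of the others gave 642. The split of these tumors by Lo and Hi also gave 1 gene, Mir7671 on Chr11, as many as the ChrX classes, with 833 genes at an unadjusted p under 0.05. By the test set beforehand the label class could thus produce such a count. The gene is not Col4a6, however, and with label class as a covariate Col4a6 kept an adjusted p of 0.0131 (edgeR; 1.81e-11 to 0.0131 over its alternatives). Col4a6 was at 121 CPM and 66.4 CPM in the F1-class tumors, between the medians of the classes. Within the BALB class it fell as the CAF rose (exact permutation test, rho = -0.810, p = 0.0218; r = -0.978, p = 0.0301; n = 8), but without the 2 tumors farthest from the median CAF r was -0.830 with an exact p of 0.147, so the relation rests on tumors 4 and 7. Within the FVB class it did not pass the threshold in permutation tests (r = -0.434, p = 0.213, and rho = -0.576, p = 0.0896, n = 10). Without the 2 tumors farthest from the median CAF, r in this class was 0.000217 (exact permutation p = 0.978, n = 8). From the levels of the classes and of the F1-class tumors, a lower level of Col4a6 from the BALB allele may account for the difference, as a hypothesis. A strain variant that hinders alignment remains open and was not tested.

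The list score of the negatively correlated genes was set against 13 measures over 20 tumors, with adjustment over the 13. It fell with the share of the ribosomal RNA locus on RPKM (r = -0.522, p = 0.0178, adjusted 0.0579; rho = -0.427, p = 0.0620; -0.241 without the 2 farthest tumors; -0.703 in Lo and -0.00908 in Hi) and not on TMM-normalized CPM (r = -0.0688), as was set beforehand for this explanation. The share may thus contribute on RPKM, but the genes still varied together on TMM-normalized CPM (median r = 0.394), which argues against it as the whole cause. The score followed the slope of expression on coding length, and the listed genes are longer (median 5082 against 3240 bases), as had been set for a length trend (r = -0.589, p = 0.00684, adjusted 0.0296; rho = -0.547, p = 0.0141; -0.478 without the 2 farthest tumors, adjusted 0.145; -0.722 in Lo, -0.513 in Hi), so that on RPKM passing the threshold rests on those 2 tumors. The relation was stronger on TMM-normalized CPM (r = -0.708, adjusted 0.00325; -0.566, unadjusted p = 0.0147, without 2 tumors) and with totals without the ribosomal RNA locus (r = -0.748, adjusted 0.00117; -0.646, unadjusted p = 0.00429, without 2 tumors). The sign is the opposite of what a length bias of longer genes needs, and with GC and length trends removed the median r was 0.386 (728 of 740 genes with a GC value). Thinning every tumor to the lowest total left it at 0.607. Thinning keeps the expected RPKM of each gene in each tumor, so this cannot decide on a cause that goes with depth. The total count cannot be told apart from other causes: rho was 0.332 (p = 0.154) and r 0.487 (p = 0.0298) on RPKM, and 0.565 (p = 0.0105) and 0.587 (p = 0.00658) on TMM-normalized CPM, so the outcome depends on the scale. On RPKM r was 0.309 without the 2 farthest tumors, and 0.152 in Lo against 0.817 in Hi (0.369 and 0.801 on TMM-normalized CPM).

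The marker lists were scored on TMM-normalized CPM while the list score is on RPKM. In this form the score fell with the epithelial list (r = -0.618, p = 0.00341, adjusted 0.0296; rho = -0.698, p = 0.00105; -0.664 without 2 tumors; -0.676 in Lo, -0.655 in Hi), as had been set for cell composition. With both on TMM-normalized CPM r was -0.627 (adjusted 0.0115), but with both on RPKM it was 0.0311 (p = 0.896, adjusted 0.896; rho = -0.0180). On TMM-normalized CPM the fibroblast list fell as well (r = -0.561, adjusted 0.0219), where a lower share of tumor cells would raise it, but with both on RPKM r was -0.240 (p = 0.308). The epithelial outcome thus depends on the scale. RPKM carries variation shared by genes at large, since random lists had a median r of 0.182 on it and -0.00330 on TMM-normalized CPM. With totals without the ribosomal RNA locus, r was -0.707 (adjusted 0.00212) for the epithelial and -0.461 (adjusted 0.0864) for the fibroblast list. Fibroblast r was negative in every form but passed adjustment only on TMM-normalized CPM. A lower share of tumor cells with more fibroblasts is therefore left open. Other cells in place of tumor cells, and other changes in composition, remain open. The epithelial genes had mean CPMs of 341 to 1060. The score rose with the nuclear-retained RNA list (r = 0.616, p = 0.00457, adjusted 0.0296; rho = 0.562, p = 0.0109, adjusted 0.0613; 0.657 without 2 tumors; 0.745 in Lo, 0.551 in Hi), also with both on TMM-normalized CPM (r = 0.718) or both on RPKM (r = 0.737, adjusted 0.00442), whose most abundant genes were Malat1 at 2279 CPM and Neat1 at 818 CPM. A varying share of nuclear RNA in the tumor pieces is a candidate explanation. The other lists did not pass adjustment against the score on RPKM, with r of -0.179 for leukocytes, 0.194 for T cells, -0.392 for macrophages, 0.443 for B cells, -0.419 for fibroblasts, -0.327 for endothelial cells, -0.259 for adipocytes and -0.0327 for antigen presentation. Macrophages passed it on TMM-normalized CPM (r = -0.607, adjusted 0.0115; -0.505 without 2 tumors; -0.654 in Lo, -0.553 in Hi) and with totals without the ribosomal RNA locus (r = -0.531, adjusted 0.0403), but with both on RPKM r was 0.0875, so this too depends on the scale. The design names no condition, so no biological explanation was tested.

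A random variable over 12 tumors gave 748 genes or more in 2 of 100 draws, under 5%, so a variable with no relation to expression would seldom give as many genes. With the 17 tumors with Chr1 values it did so in 4 of 100.

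Stromal and immune cells were tested as a source of intermediate ChrX CAFs. Of the 10 lists set against the ChrX minor-allele share, 0 passed adjustment over 20 tumors, with r between -0.487 (adipocytes, unadjusted p = 0.0258) and 0.202 (B cells). Without the 2 tumors farthest from the median share, epithelial r was -0.628 with an adjusted p of 0.0468 (on RPKM -0.284). Over all 20 tumors the sign of r was opposite in the label classes. For epithelial genes r was 0.278 in Lo and -0.680 in Hi (0.63 and -0.74 on RPKM), and for macrophages 0.399 and -0.446. On TMM-normalized CPM the epithelial sign in Lo leans on F1-class tumor 17, with the highest share (0.468) and the highest epithelial score in Lo (1.25). Epithelial rho over all 20 tumors was -0.520 (permutation p = 0.0207, adjusted 0.117), and -0.274 on RPKM. None passed adjustment over all 20 tumors, so these relations are left open. In the F1-class tumors, the share would need epithelial genes at 42.6% (tumor 6) and 6.91% (tumor 17) of the clonal tumors if other cells had replaced tumor cells. They were at 83.5% and 124% (SD between clonal tumors 9.49), which argues against this form in these tumors. Of the clonal tumors, 4 had a share over 0.1. Tumors 4 and 13 would need 55.0% and 54.7% and had 98.8% and 90.6%, at least 3.78 SD above on TMM-normalized CPM, on RPKM and with totals without the ribosomal RNA locus, which argues against it there as well. In tumors 1 and 7 the excess was 2.56 and 2.33 SD but 1.42 and 1.80 SD on RPKM, and tumor 22, with a share of 0.0235, reached 2.25 SD, so such cells cannot be told apart from other causes in these 2 tumors. A smaller part from such cells remains open in all of them, and other epithelial cells were not tested.

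For the eSNVs read, the median r of pairs over 500 bases apart exceeded that of different genes by 0.0460, under the 0.1 set beforehand, and 81.6% of genes with an outlier lay within the simulated range. The number of eSNVs per gene may thus account for the share of genes with an outlier in the rows read. By the pair correlations, read sampling may account for these outliers too. The simulated range cannot tell read sampling from an allelic change, since Z-scores are standardized within each eSNV. The SD of the CAF fell with the gene count (rho = -0.433), as depth would give. The number of outliers per tumor, 2 to 15, was not related at the threshold to the counts outside the ribosomal RNA locus (r = -0.225, p = 0.386; rho = -0.232, p = 0.366; 0.106 without 2 tumors; -0.30 in Lo, -0.0927 in Hi; 17 tumors) or to the list score (r = 0.0622, p = 0.812; rho = 0.0691, p = 0.793; 0.133 without 2 tumors; 0.246 in Lo, -0.0951 in Hi; permutation tests, adjusted 0.772 and 0.812 over 2 relations). With this few outliers per tumor both cannot be told apart from chance.

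For the Chr1 dosage, the 3 tumors with blank eSNVs did not stand apart in total count (exact permutation test, p = 0.198). Of the other tumors, 8 had totals no higher than the highest of these 3, with Chr1 dosages of 0.01 to 0.04, which argues against library size. Chromosome loss, as the paper interprets such eSNVs, remains open. Dosages beyond the largest of the random gene sets of their size were frequent, 81 of 380 values on 17 of the 19 autosomes, with at least 1 in each of the 20 tumors. Outside Chr1 and Chr4, 27 were above and 32 below this limit, which does not allow for neighboring genes that vary together, so passing it does not by itself mark a gain or loss.

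The antigen presentation score followed the leukocyte score (r = 0.831, permutation p = 1e-05, the smallest the permutations can give; rho = 0.750, p = 0.00024; 0.733 without 2 tumors; 0.836 in Lo, 0.915 in Hi; 20 tumors, 1 relation tested). Leukocytes in the tumor pieces may thus account for part of this spread. The leukocyte genes had mean CPMs of 9.88 to 35.3. All 12 antigen presentation genes were counted in every tumor, and which cells express them was not tested.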
